# Opposite sex housing enhances reproductive function and induces transcriptional changes in the preoptic area of GnRH-deficient mice

**DOI:** 10.3389/fendo.2025.1571740

**Published:** 2025-04-15

**Authors:** Tyler N. Akonom, Mary A. Allen, Pei-San Tsai

**Keywords:** gonadotropin-releasing hormone neurons, fibroblast growth factor receptor, preoptic area, hypothalamic-pituitary-gonadal axis, sexual interactions, reproduction, RNA-Seq - RNA sequencing, GSEA (gene set enrichment analysis)

## Abstract

Sexual interactions have previously been shown to improve reproductive health through unknown mechanisms. In this study, we used RNA-Seq to examine sex-induced gene expression changes in the preoptic area (POA), a critical reproductive brain region. Using a mouse model defective in fibroblast growth factor signaling (dnFGFR mouse), previously shown to disrupt the gonadotropin-releasing hormone (GnRH) system, we examined the impact of opposite sex (OS) housing on gene expression in the POA of a reproductively compromised animal. Bulk RNA-Seq followed by gene set enrichment analysis (GSEA) were used to analyze changes in gene expression and biological processes in control and dnFGFR mice after 300 days of cohabitation with a same sex or OS partner. OS housing of dnFGFR mice, but not control mice, significantly improved reproductive anatomy and gonadotropins in dnFGFR mice. These changes occurred concomitantly with novel biological processes related to estradiol metabolism and neuron excitation. Our results suggest a new role of neuron- or astrocyte-derived estradiol in the plasticity of the GnRH neuron population and offer a promising new direction for the treatment of reproductive disorders stemming from GnRH deficiency.

## Introduction

Sexual interactions have been documented to initiate a myriad of molecular and cellular changes in multiple brain regions (1). These changes include elevated excitatory postsynaptic input, enhanced neurogenesis, gene expression alteration, and dendritic arborization maturation, most of which are considered beneficial for neural network function (1). As such, sexual interactions are widely considered a form of enrichment capable of promoting neural plasticity in adult animals.

An important brain region responsive to sexual enrichment is the preoptic area (POA). In rodents, the medial (m)POA is sexually dimorphic and critical for sexual behaviors (2, 3). It receives sensory input from, and sends efferent projections to, regions controlling precopulatory and copulatory behaviors and the mesolimbic reward circuitry (2, 3). The POA also houses the largest number of neurons producing a critical reproductive neurohormone, gonadotropin-releasing hormone (GnRH). GnRH is a critical activator of the hypothalamic-pituitary-gonadal (HPG) axis. Previous studies have shown that environmental cues with a strong sexual context could activate the HPG axis to acutely release gonadotropins and gonadal steroids in rodents and humans (4–9). Interestingly, rodent studies also showed continuous sexual interactions with opposite sex (OS) cage mates significantly prolonged reproductive lifespan in aging animals (10, 11). These data suggest that stimuli generated from sexual interactions ultimately converged upon the GnRH system in the POA to promote both acute stimulation and chronic maintenance of GnRH neurons. This notion was supported by our previous study demonstrating that OS interactions reversed the decline of detectable GnRH neurons in a mouse model of postnatal GnRH deficiency (12, 13). This mouse model, named dnFGFR, expressed a dominant-negative fibroblast growth factor receptor (dnFGFR) specifically in GnRH neurons, resulting in the functional knockdown of fibroblast growth factor (FGF) signaling in GnRH neurons and an age-dependent decline of detectable GnRH-immunoreactive (ir) neurons after birth (12, 14). Long-term cohabitation of male dnFGFR mice with an OS cage mate completely reversed the decline of detectable GnRH-ir neurons in dnFGFR males and restored their GnRH system to the level of control males (12).

The mechanism underlying OS housing-mediated reversal of the GnRH system in dnFGFR mice is currently unclear. OS interactions could generate multiple olfactory, tactile, visual, and auditory cues. The collective sensory input from OS interactions may subsequently enhance the plasticity of the POA by changing its transcriptional landscape, resulting in the upregulation of pathways neurotrophic to GnRH neurons, and downregulation of pathways detrimental to GnRH neurons. Since GnRH neurons receive very few direct synaptic inputs from other neurons (15), we hypothesized that the restoration of the GnRH system in OS-housed animals was the result of neurotrophic or neurochemical changes in the local POA environment instead of GnRH neurons themselves.

The objective of the current study was to use bulk high-throughput RNA sequencing (RNA-Seq) to analyze genes and biological processes altered by OS housing in the POA of dnFGFR and control male mice. A cohabitation time of 300-days with an OS partner, previously shown to be sufficient for the HPG axis improvement in male dnFGFR mice, was utilized (12). We showed that OS housing enhanced multiple parameters of the HPG axis in dnFGFR but not control male mice, and these changes were accompanied by 22 upregulated and 50 downregulated genes, as well as biological processes associated with cytoplasmic translation, steroid metabolism, and synaptic transmission identified by gene set enrichment analysis (GSEA). These data collectively suggest that sexual enrichment of dnFGFR males induces postnatal plasticity in a key region of the adult brain controlling reproduction. Importantly, molecular mechanisms involved in this plasticity may be exploited to improve the reproductive health of animals and humans with fertility issues stemming from GnRH system deficiency.

## Materials and methods

### Transgenic animals

dnFGFR mice were previously generated by Tsai et al. by targeting the expression of a *dnFGFR* transgene to GnRH neurons using a rat GnRH promoter (14, 16). This transgene encodes a truncated FGFR1 lacking an intracellular tyrosine kinase domain, and when bound to an FGF ligand, forms a nonfunctional heterodimer with endogenous FGFRs 1, 2, and 3, leading to attenuated FGF signaling in GnRH neurons (12, 14, 16). All dnFGFR breeding pairs were validated to be homozygous for the *dnFGFR* transgene by real-time quantitative PCR (qPCR) of genomic DNA using the 2^-ΔΔCT^ method (17, 18). Control mice with matching genetic backgrounds were generated by mating heterozygous dnFGFR siblings. Animals were housed in the University of Colorado Conventional Facility under a 12L:12D photoperiod and provided food and water *ad libitum*. All animal procedures were approved by the Institutional Animal Care and Use Committee at the University of Colorado Boulder.

### Housing conditions

Experimental male mice (control or dnFGFR) were weaned on postnatal day (PND) 20 and immediately paired with a same-sex (SS) male or opposite-sex (OS) female partner. Cage mates were matched for age (PND20-27) and relative body size. OS-housed animals were allowed to breed freely and raise pups (1-5 liters per cage) to closely mimic conditions studied previously (12). Pups generated in OS-housed cages were weaned and removed from the cage at PND20. Experimental animals and their cage mates were then sacrificed on PND320, after 300 days of cohabitation.

### Tissue collection

Mice were weighed, anesthetized with isoflurane vapor, and rapidly decapitated. Trunk blood was collected, left to coagulate on ice for 30 minutes, and centrifuged to generate serum samples. To isolate POA samples, whole brains were blocked using a prechilled mouse brain matrix to generate a brain slice spanning from 2 mm rostral to the optic chiasm (OC). The resulting slice was further trimmed with a transverse cut inferior to the medial septum, and two parasagittal cuts lateral to the internal capsule, generating a final POA sample. The hypothalamic samples were generated from the remaining tissue by a coronal cut at the rostral border of the mamillary body, two parasagittal cuts along the lateral borders of the hypothalamus, and a dorsal cut below the optic chiasm. The pituitary gland was also collected. The serum, POA, hypothalamus, and pituitary samples were flash frozen on dry ice and stored at -70°C for RNA isolation (POA) or quantification of GnRH peptide (hypothalamus) and gonadotropins (serum and pituitary) by radioimmunoassays (RIAs). Paired testes and seminal vesicles (SV) were removed and weighed at the time of sacrifice. Gonadosomatic index (GSI) and seminal vesicle somatic index (SVSI) were calculated by dividing the wet mass of both paired organs by the terminal body mass.

### Gonadotropin and GnRH radioimmunoassays

Luteinizing hormone (LH) and follicle-stimulating hormone (FSH) in the pituitary and serum samples were measured using specific RIAs as previously described (19). GnRH peptide in the hypothalamic extract was quantified using a previously validated GnRH RIA (19).

### RNA isolation and quantitative PCR for GnRH

Total RNA was isolated from the POA samples using the RNeasy Mini kit (Qiagen) according to the manufacturer’s instructions. The quality of total RNA was initially assessed by 260nm/280nm absorbance ratio and agarose gel electrophoresis. Synthesis of cDNA from 1μg of RNA was performed using the Superscript III first strand synthesis system (Invitrogen), and qPCR was performed using a SYBR green master mix (Roche Diagnostics). Detailed protocols for qPCR were previously described (12, 20). Briefly, samples were run in duplicates for *GnRH* or a housekeeping gene *hypoxanthine phosphoribosyltransferase* (*HPRT*) using primers in **Table 1**. Relative expression was quantified using the 2^-ΔΔCT^ method (17, 18).

**Table 1:** Primers for GnRH qPCR.

Target Gene	Forward Primer Sequence (5’-3’)	Reverse Primer Sequence (5’-3’)
*GnRH*	TCA GGG ATC TGC GAG GAG	GGG CCA GTG CAT CTA CAT
*HPRT*	AGC AGT ACA GCC CCA AAA TGG	TGC GCT CAT CTT AGG CTT TGT

### RNA-Seq

Total POA RNA was subject to additional quality control by the Qubit RNA Assay and the Agilent^®^ 2100 BioAnalyzer at Novogene (Sacramento, CA). Library preparation and next generation Illumina sequencing were then performed by Novogene as described (21). Libraries were sequenced on an Illumina Hiseq 2000 platform, and ~40 million 150 bp paired-end reads were generated per sample. 

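In Supplementary Table 2, the paper lists between 78.0 M and 95.7 M total reads for each mouse; halved here to read pairs, the mean is 42.6 M ± 2.41 M (SD, n = 20 mice). Summed over genes, the deposited counts came to between 88.2% and 93.9% of the uniquely mapped reads of the same table, halved to pairs. The lowest share was in dnFGFR OS replicate 5 and the highest in dnFGFR OS replicate 2.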

Results of sequencing were received in the form of .bam files representing raw reads preprocessed and aligned (HISAT2) (22) to the mouse genome (NCBI GRCm38) (23) by Novogene using their in-house bioinformatics pipeline. Counts were generated from aligned reads using Rsubread (v2.0.1) (24) for R, and annotated with the NCBI refSeq annotation (25). Sample outlier detection and removal were performed using robust principal component analysis (PCA) on all raw gene counts using RRcov (v1.7-3) (26) for R. DESeq2 (v1.36.0) (27) for R was used as a means to generate normalized counts, perform differential expression analysis, and prepare a ranked order gene list for gene set enrichment analysis (GSEA). 

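A principal component analysis of log2 CPM was made here from the 17445 genes that passed edgeR's filterByExpr across the 20 mice, in place of the robust method. The first component held 16.2% of the variance and the second 14.9%. dnFGFR OS replicate 5 lay at 69.2 on the first component, and the other 19 mice lay between -29.8 and 16.0. Reads fell on 18416 genes in this mouse, and on 19101 to 19659 genes in each of the others. The paper's text does not name the mouse that was removed, and the legends of Fig. 4 and Fig. 5 give a group size of 4 to 5 after outlier detection. The mean normalized counts of the 72 genes in Supplementary Table 1 were therefore compared with means computed here for different sets of mice. Under a rule fixed in advance, 56 sets of dnFGFR mice alone were compared, and none came within the limit of 0.1% for every gene (the closest differed by up to 9.65%). In a comparison chosen after the values were seen, sets of mice from all 4 groups were tried. The 19 mice without dnFGFR OS replicate 5 then gave means within 0.000457% of the paper's for every gene, and the next closest set differed by up to 2.83%. These 19 mice are called the paper's mice here.

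**Figure D1:**
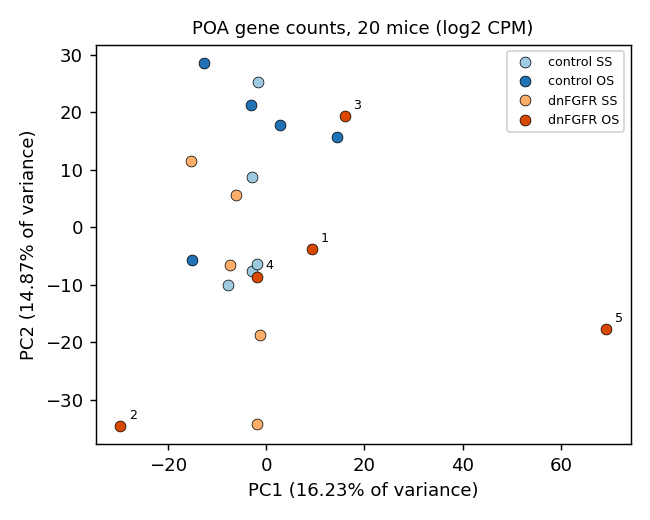
First and second principal components of log2 CPM in the POA of 20 mice, with 1 point per mouse, colored by group and numbered by replicate in the dnFGFR OS group. The axes give each component's percent of variance, and dnFGFR OS replicate 5 lies at 69.2 on the first component, to the right of the other 19 mice.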

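DESeq2 was run here with the 4 groups in 1 object, and OS was compared with SS housing within each genotype by its Wald test with Benjamini-Hochberg adjustment. Over all 20 mice, 22182 genes were tested. In control mice, 9 genes had an adjusted p below 0.1 (8 upregulated and 1 downregulated in OS-housed mice) and 860 had an unadjusted p below 0.05. With dnFGFR OS replicate 5 left out, the same comparison in control mice gave 23 genes of 22165 tested, of which 20 were upregulated and 3 downregulated.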

Differential expression analysis was initially performed with all experimental groups included in a single DESeq object. Resulting *p-*value histograms indicated a need for denoising by group separation (28), so each genotype (control and dnFGFR) was analyzed separately due to previously demonstrated differences in their response to OS housing (12). 

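With the paper's mice in 1 object, 1720 genes had an unadjusted p below 0.05 for OS against SS housing in dnFGFR mice and 1042 in control mice, where a uniform distribution of p over the 22165 genes would give 1108. With the genotypes fitted apart, 1164 genes fell below 0.05 in the 9 dnFGFR mice (1081 for a uniform distribution) and 1357 in the 10 control mice (also 1081). Over all 10 dnFGFR mice fitted apart, 1342 genes fell below 0.05 (1083 for a uniform distribution). In the 1-object fits, the last bin, p from 0.95 to 1, held 1553 genes in dnFGFR mice and 1684 in control mice, and 1120 and 1091 with the genotypes apart.

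**Figure D2:**
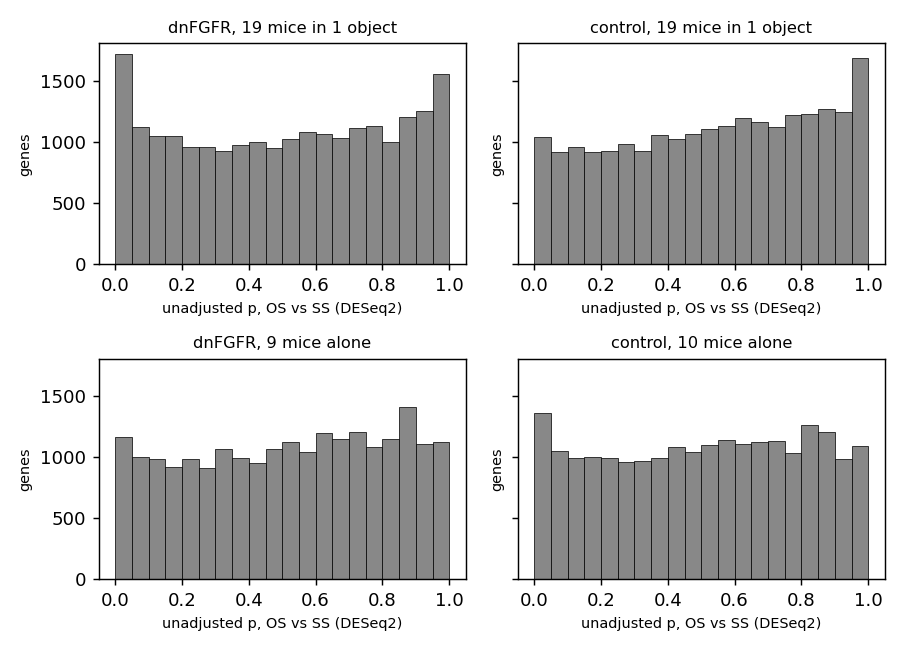
Number of genes (y axis) by unadjusted p from DESeq2's Wald test for OS against SS housing (x axis, bins of 0.05), in dnFGFR and control mice, with 19 mice in 1 object (top) and with each genotype alone (bottom). The first bin holds 1720 genes in dnFGFR mice in the top left panel and 1164 in the bottom left panel.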

Genes were considered significant with adjusted *p* < 0.1 (29), and all scripts used were uploaded to a GitHub repository (https://doi.org/10.5281/zenodo.14511480). Data can be found in NIH GEO at Accession# GSE285006.

### GSEA

A ranked order list of genes was generated for GSEA (30, 31) using the results from differential expression analysis by multiplying the sign of the log fold change (LFC) of each gene by the negative log of its *p*-value. The ranked list was run in GSEA 4.3.2 against the Molecular Signatures Database (32) for biological processes (BPs), and individual results were considered significant at a false discovery rate (FDR) < 0.05. Significant GSEA results were presented as heatmaps using the ComplexHeatmaps (v2.16.0) package for R. A z-score (standard score) table was generated by comparing normalized counts to the population mean, and core enriched genes in each significant biological process were plotted.

### Statistical analysis of physiological parameters

Hypothalamic GnRH, pituitary gonadotropins, SVSI, and GSI were analyzed for the effects of genotype, housing condition, and genotype x housing interaction using 2-way ANOVA, followed by Šidák’s correction for multiple comparisons. Statistical significance was defined as *P* < 0.05, and all data were presented as mean ± standard error of the mean (SEM).

## Results

### Seminal vesicle somatic index and gonadosomatic index

SVSI and GSI represent the mass of paired seminal vesicles and testes divided by the terminal body mass, respectively, and are surrogate measures of circulating androgens and gonadotropins. Two-way ANOVA showed no significant effect of housing, genotype, or housing x genotype interaction on terminal body mass (**Figure 1A**) or GSI (**Figure 1B**). For SVSI, two-way ANOVA showed significant effects of genotype [*F*_(1, 16)_ = 14.25, *p* = 0.0017] and housing x genotype interaction [*F*_(1, 16)_ = 4.793, *p* = 0.0437], but not housing alone (**Figure 1C**). Two of 5 animals in dnFGFR SS group each had a swollen, fluid-filled SV that contributed to increased SVSI in this group (**Figure 1C**). Šidák’s *post-hoc* test also identified a significant difference between the SVSI of SS- and OS-housed dnFGFR animals (*p* = 0.024; **Figure 1C**).

**Figure 1:**
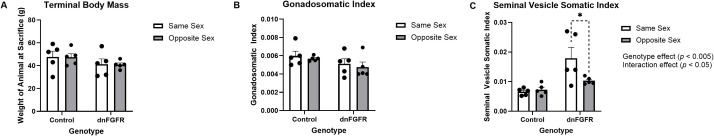
Terminal body mass **(A)**, gonadosomatic index (GSI) **(B)**, and seminal vesicle somatic index (SVSI) **(C)** of SS- and OS-housed control and dnFGFR mice at PND320. GSI and SVSI were determined by dividing the mass of the gonad or seminal vesicle, respectively, by the terminal body mass. Each bar represents mean ± SEM. Significant genotype and interaction effects were detected by two-way ANOVA in **(C)**. The bracket in dashed line represents significant difference detected by Šidák’s *post-hoc* test. *P < 0.05; *n* = 5/group.

### Gonadotropin radioimmunoassays

Serum and pituitary LH and FSH were measured by specific RIAs. For serum LH, two-way ANOVA showed no significant effects of housing, genotype, or housing x genotype interaction (**Figure 2A**). For serum FSH, two-way ANOVA showed significant effects of housing [*F*_(1, 16)_ = 5.933, *p* = 0.0269] and genotype [*F*_(1, 16)_ = 12.62, *p* = 0.0027], but not housing x genotype interactions. However, Šidák’s *post-hoc* test did not identify significant differences among groups for serum FSH (**Figure 2B**). For pituitary LH, two-way ANOVA showed significant effects of housing [*F*_(1, 16)_ = 7.872, *p* = 0.0127], but not genotype or housing x genotype interaction. Šidák’s *post-hoc* test also identified a significant difference between the pituitary LH content of SS- and OS-housed dnFGFR animals (*p* = 0.0104). For pituitary FSH, two-way ANOVA showed significant effects of housing [*F*_(1, 16)_ = 5.465, *p* = 0.0327], but not genotype or housing x genotype interaction (**Figure 2C**). Šidák’s *post-hoc* test also identified a significant difference between the pituitary FSH content of SS- and OS-housed dnFGFR animals (*p* = 0.047; **Figure 2D**).

**Figure 2:**
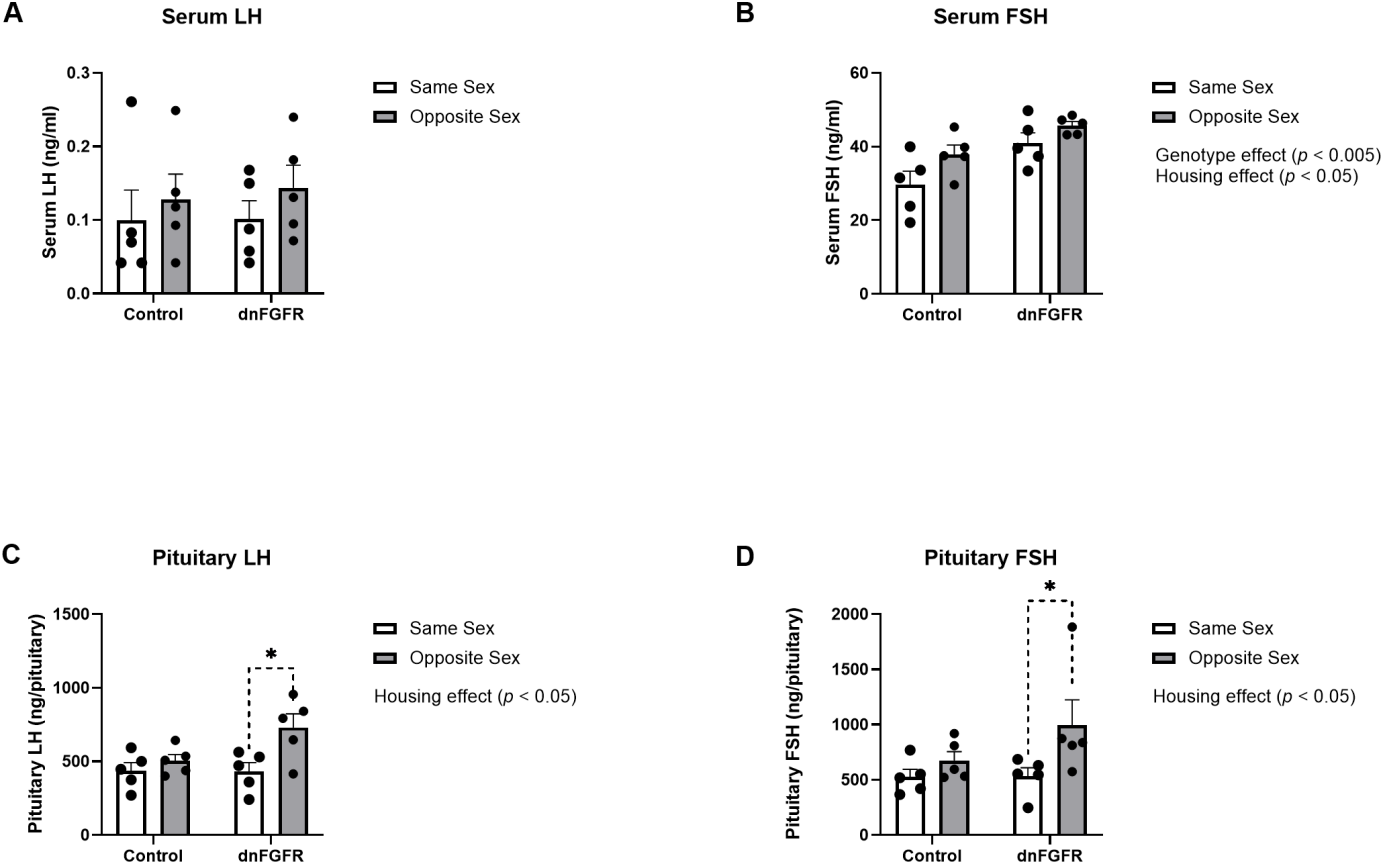
Serum LH **(A)**, serum FSH **(B)**, pituitary LH **(C)**, and pituitary FSH **(D)** in SS- and OS-housed control and dnFGFR mice at PND320. Each bar represents mean ± SEM. Significant genotype and/or housing effects were detected by two-way ANOVA in **(B–D)**. Brackets in dashed line represent significant differences detected by Šidák’s *post-hoc* test. *P < 0.05; *n* = 5/group.

### Hypothalamic GnRH peptide content and GnRH mRNA expression

Two-way ANOVA showed an effect of genotype, but not housing or housing x genotype interaction, on both hypothalamic GnRH peptide [*F*_(1, 16)_ = 6.594, *p* = 0.0206] and *GnRH* expression in the POA [*F*_(1, 16)_ = 7.230, *p* = 0.0161] (**Figure 3**). Šidák’s *post-hoc* test did not identify specific differences among groups.

**Figure 3:**
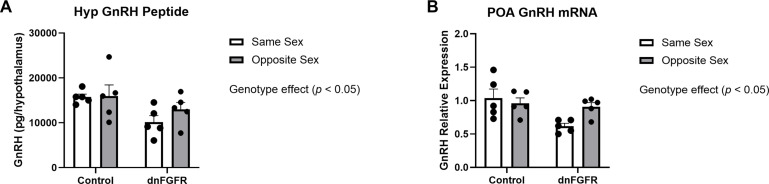
Hypothalamic GnRH peptide **(A)** and preoptic area *GnRH* mRNA **(B)** in SS- and OS-housed control and dnFGFR mice at PND320. Each bar represents mean ± SEM. Significant genotype effects were detected by two-way ANOVA in **(A, B)**. No significant differences were detected by Šidák’s *post-hoc* test. *n* = 5/group.

### Differential expression analysis

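Bulk RNA-seq of the preoptic area (POA) was made in 20 male mice at PND320, after 300 days of housing, with 5 mice in each of 4 groups: control and dnFGFR mice, each housed with the same sex (SS) or the opposite sex (OS). dnFGFR mice carry a dominant-negative FGF receptor in GnRH neurons, and the paper reports that fewer GnRH-immunoreactive neurons can be detected in them with age. The authors received reads aligned with HISAT2 to GRCm38, counted them on RefSeq genes with Rsubread, and deposited the counts of 25239 genes without normalization. The paper's text does not say how reads over several genes, or on the other strand, were counted. In every mouse, 934 genes had counts identical to another gene's, with 184 distinct sets of counts among them. No minimum count was set for this, so genes with few reads can match without sharing reads. Reads counted on genes ranged from 34109579 to 39871353 per mouse (median 36094734) in control SS mice and from 32353578 to 35497607 (median 34918710) in control OS mice. They ranged from 34336830 to 37778957 (median 34903683) in dnFGFR SS mice and from 33055203 to 36872761 (median 33798011) in dnFGFR OS mice. The difference between the means of OS- and SS-housed mice was -2835747 reads in control mice (exact permutation test, two-sided p = 0.0635, n = 5 and 5), and -1192311 in dnFGFR mice (p = 0.246, same exact test). All control mice were sacrificed in June or July, 9 dnFGFR mice in May, and dnFGFR SS replicate 4 in November, so genotype and date cannot be told apart. Within a genotype, 2 dates held both housing conditions, with 2 SS and 5 OS control mice and 2 SS and 4 OS dnFGFR mice, so housing was also compared within these dates, a comparison chosen after the results over all mice were seen. Each genotype was fitted apart, as the paper's Methods describe, but with edgeR's quasi-likelihood test in place of DESeq2, with TMM normalization, the filterByExpr filter, and a Benjamini-Hochberg adjusted p below 0.1. Between replicates of a group, the chi-square per gene ranged from 9.514 to 126.8, so no library was a copy of another in its group. Expression levels are given as CPM with the SD over mice, and gene positions are those of RefSeq on GRCm38.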

Control and dnFGFR animals were analyzed for differentially expressed genes (DEGs) in the POA of OS- versus SS-housed mice. In control mice, no DEGs were detected between SS- and OS-housed animals. 

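In control mice, 21 of 17004 genes had an adjusted p below 0.1 between OS and SS housing by edgeR's quasi-likelihood test, of which 19 were upregulated and 2 downregulated. An unadjusted p below 0.05 was found for 1224 genes, where a uniform distribution would give 850. The setting that moved this count most upward was DESeq2 on the same 10 mice, with 157 genes. With all 4 groups of mice in 1 edgeR fit, which share an estimate of the spread, the count was 0 and 752 genes had an unadjusted p below 0.05. With each control mouse left out in turn, the count ranged from 0 to 32. Within the 2 sacrifice dates that held both housings (2 SS and 5 OS mice, date as a block), 1 gene, Btg2, passed, and all 21 genes kept their direction, with a median of 93.2% of the log2 fold change left; these 7 mice were among the 10 on which the genes had been chosen. The upregulated genes with the smallest p were Hif3a and Tsc22d3. Hif3a (chromosome 7, 17030993 to 17062427) had 6.37 ± 2.11 CPM in SS mice and 17.6 ± 3.90 CPM in OS mice (SD, n = 5 each), a log2 fold change of 1.47 (SE 0.195, adjusted p = 0.0233, edgeR). Tsc22d3 (chromosome X, 140539528 to 140600522) rose from 56.1 ± 7.38 to 90.4 ± 11.1 CPM, a log2 fold change of 0.69 (SE 0.0946, with the same adjusted p). The 2 downregulated genes were Btg2 and Jag1. Btg2 (chromosome 1, 134074865 to 134079155) had 22.1 ± 6.58 CPM in SS and 10.9 ± 1.86 CPM in OS mice, a log2 fold change of -1.02 (SE 0.183, adjusted p = 0.0708, edgeR). Jag1 (chromosome 2, 137081451 to 137116520) had 14.9 ± 1.62 and 10.1 ± 1.41 CPM, a log2 fold change of -0.56 (SE 0.106, adjusted p = 0.0944, edgeR).

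**Figure D3:**
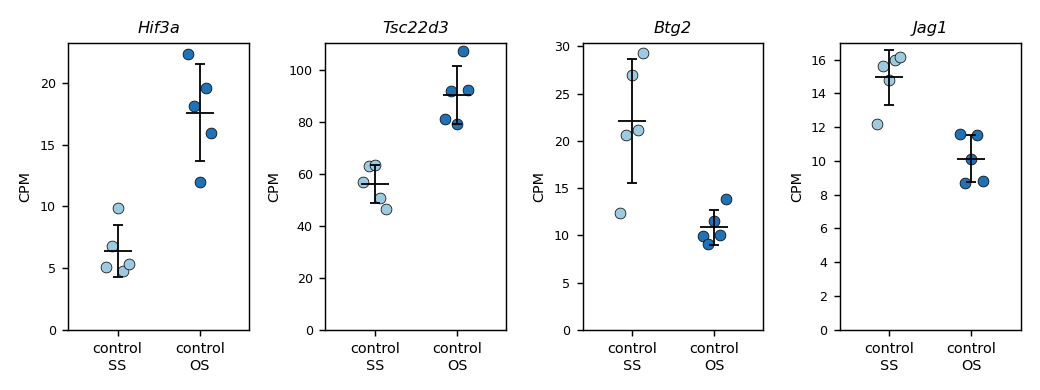
CPM (y axis) of Hif3a, Tsc22d3, Btg2 and Jag1 in the POA of control mice, SS- and OS-housed. Points are mice (n = 5 per group), the wide tick is the mean and the bars are the SD. Mean Hif3a rises from 6.37 to 17.6 CPM and mean Btg2 falls from 22.1 to 10.9 CPM.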

In dnFGFR mice, OS housing resulted in 72 DEGs (22 upregulated and 50 downregulated) compared to SS housing (adjusted *p* < 0.1; **Supplementary Table 1**). 

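Over the paper's mice, with the 4 groups in 1 DESeq2 object, 72 genes had an adjusted p below 0.1 between OS- and SS-housed dnFGFR mice, 22 upregulated and 50 downregulated. They were the 72 genes of Supplementary Table 1, and their log2 fold changes differed from the paper's by at most 5.1e-07. With the 9 dnFGFR mice fitted apart, as the paper's Methods describe, DESeq2 gave 0 genes (smallest adjusted p = 0.143). In edgeR's quasi-likelihood test on these 9 mice, 0 genes passed, 1001 had an unadjusted p below 0.05 and the smallest adjusted p was 0.843. Over all 10 dnFGFR mice, 0 of 16944 genes passed, 1138 had an unadjusted p below 0.05 (847 for a uniform distribution) and the smallest adjusted p was 0.726. The setting that moved this count most was DESeq2 over 20 mice in 1 object, with 276 genes. Within the 2 dates that held both housings (2 SS and 4 OS mice), 0 genes passed in edgeR and 297 had an unadjusted p below 0.05. The 72 genes were changed in the same direction as in Supplementary Table 1 in every case, over the 9 and over the 10 mice. They had been chosen for their change in the 9 mice, which are among the 10, so the shared direction is not free of that choice. Their median absolute log2 fold change in that table was 0.296 (0.157 to 0.94). Among the upregulated genes of the table, Ptges3 (chromosome 10, 128058982 to 128077254) had the smallest p, with a log2 fold change of 0.27 over the 9 mice. Over all 10 mice, Ptges3 had 84.4 ± 3.48 CPM in SS and 100.4 ± 4.57 CPM in OS mice (SD, n = 5 each), a log2 fold change of 0.25 (SE 0.0614), and dnFGFR OS replicate 5, which the paper's fit did not hold, had 94.4 CPM. Among the downregulated genes, Otof (chromosome 5, 30367066 to 30462730) had a log2 fold change of -0.57 over the 9 mice. Over the 10 mice, Otof had 70.4 ± 8.24 and 49.0 ± 8.70 CPM, a log2 fold change of -0.52 (SE 0.122), with 55.9 CPM in dnFGFR OS replicate 5. The next 4 upregulated genes by p were Hpf1, Odc1, Selenof and Kcnj8, with log2 fold changes of 0.25, 0.27, 0.22 and 0.58 over the 9 mice. The next 4 downregulated genes were Ttc34, Prrc2a, Zswim8 and Rai1, with -0.55, -0.27, -0.26 and -0.29. Ttc34 overlaps the gene Gm13112 and Rai1 overlaps Srebf1, so their counts can share reads with these genes. The upregulated genes of the table had a median GC content of 46.5% and the downregulated genes one of 58.2%, against 50.8% for all tested genes.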

Detailed per-mouse results are provided in **Supplementary Table 2**.

### Gene set enrichment analysis

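The difference in response between the genotypes was tested as a housing by genotype interaction over the 4 groups. With edgeR's quasi-likelihood test on the paper's mice, 0 of 17558 genes had an adjusted p below 0.1 and 455 had an unadjusted p below 0.05. Over all 20 mice, 0 of 17445 genes had an adjusted p below 0.1 and 595 had an unadjusted p below 0.05, where a uniform distribution would give 872. The setting that moved the unadjusted count most was leaving out dnFGFR OS replicate 2, with 1987 genes and still 0 past the adjusted threshold. The genes with the smallest p over 20 mice were Lpar6, with a difference of 0.87 between the log2 fold changes in dnFGFR and control mice (SE 0.203), and Fgl2, with 0.93 (SE 0.228), in the direction of a larger increase in dnFGFR mice. In the other direction they were Ttc34, with -0.57 (SE 0.142), and Mir3091, with -1.29 (SE 0.329). The adjusted p was 0.963 for each of these 4 genes (edgeR). Lpar6 lies within Rb1, Fgl2 within Ccdc146 and Mir3091 overlaps Rps21, so their counts can share reads with these genes. Of the 72 genes of Supplementary Table 1, 64 changed in the same direction in control mice as in dnFGFR mice, and 25 of them with an unadjusted p below 0.05. Adjusted over these genes alone, 38 of the 72 had an adjusted p below 0.1 in the interaction and 17 in control mice (edgeR); the genes had been chosen for their change in dnFGFR mice, so the interaction among them is not free of that choice.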

Since only dnFGFR animals responded to OS housing through altered gene expression, we used GSEA (30, 31) to identify biological processes altered by housing conditions in the POA of dnFGFR mice. The results of differential expression analysis between SS- vs OS-housed dnFGFR mice were used to generate a ranked order list. This list was run against the biological processes from Molecular Signatures Database (32), and 20 gene sets (16 positive and 4 negative) were found to be significantly enriched (FDR *q*-value < 0.05; **Table 2**). 

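A ranking of genes by DESeq2's Wald statistic for OS against SS housing was made here for dnFGFR mice. With the paper's mice in 1 object, 10638 genes lay above 0 and 10987 below. With the 9 dnFGFR mice alone, 10671 genes lay above 0 and 10948 below, and the 2 rankings had a Spearman rho of 0.997 across 21617 genes, which are not independent replicates. Over all 10 dnFGFR mice, 11167 genes lay above 0 and 10491 below, with a rho of 0.863 across 21637 genes against the ranking of the paper's mice. The log2 fold changes of the 10 mice in edgeR followed the genes' GC content, with a rho of -0.474 across genes, and those of control mice had a rho of -0.0941.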

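The biological process sets of the Molecular Signatures Database were not used here. Other kinds of sets were tested in their place. The first were the core enriched genes that the heatmaps of Fig. 4 and Fig. 5 name, 203 genes in 9 lists, for which each mouse was given a score, the mean log2 CPM over the list. OS and SS scores were compared by exact two-sided permutation tests with Benjamini-Hochberg adjustment over 18 tests (9 lists in 2 genotypes). The lists were chosen by the paper on these dnFGFR mice, so a difference in dnFGFR mice is not free of that choice. The second were 5 mouse Reactome sets, whose members do not depend on these data but whose names were chosen after the processes the paper reports for these dnFGFR mice, tested by limma's camera with an inter-gene correlation of 0.01 and adjustment over 10 tests. In dnFGFR mice, the Reactome set Glucuronidation (9 genes) had a mean log2 fold change of 0.188 over the paper's dnFGFR mice (adjusted p = 0.00137, limma's camera) and 0.171 over all 10 mice (adjusted p = 0.00495). The set Translation (149 of its 233 genes in the table) had 0.0815 (adjusted p = 2.03e-08, limma's camera) and 0.0267 (adjusted p = 0.0128). The set Protein folding had 0.0553 (adjusted p = 0.00326, limma's camera) over the paper's mice, and 0.0155 (adjusted p = 0.285) over all 10, where it did not pass 0.05. The sets Metabolism of steroid hormones and vitamin D (adjusted p = 0.133 and 0.396) and Neurotransmitter Receptor Binding And Downstream Transmission In The Postsynaptic Cell (adjusted p = 0.522 and 0.75, limma's camera) did not pass 0.05 over either set of mice. Over the paper's mice and over all 10, the mean log2 fold change was 0.126 and 0.135 for the steroid set. For the neurotransmitter receptor set it was -0.00495 and 0.0145. The setting that moved these sets most was an inter-gene correlation estimated from the data, with which Translation had an adjusted p of 0.896 and Glucuronidation one of 0.492 in the 10 dnFGFR mice (limma's camera).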

Of these, 5 positively enriched and 4 negatively enriched sets showed a Family-wise error rate (FWER) of *p*-value < 0.05 (**Table 2**).

**Table 2:** Biological processes altered by opposite-sex housing.

Upregulated Biological Processes				
Biological Process	Size	Enrichment Score	FDR q-val	FWER p-val
CYTOPLASMIC TRANSLATION	142	0.5695814	0.003133532	0.003
URONIC ACID METABOLIC PROCESS	20	0.7947593	0.007231531	0.014
CELLULAR GLUCURONIDATION	15	0.85748434	0.008559899	0.025
PROTEIN FOLDING	166	0.5359303	0.006679071	0.026
ESTROGEN METABOLIC PROCESS	32	0.6828365	0.008231449	0.04
DE NOVO PROTEIN FOLDING	37	0.6713271	0.011341961	0.066
PROTEIN LOCALIZATION TO ENDOPLASMIC RETICULUM	73	0.58853483	0.011782042	0.08
CHAPERONE MEDIATED PROTEIN FOLDING	63	0.59172297	0.01420114	0.109
PEPTIDE ANTIGEN ASSEMBLY WITH MHC PROTEIN COMPLEX	15	0.8083554	0.016068306	0.138
SPHINGOID METABOLIC PROCESS	22	0.7366126	0.015182643	0.143
PROTEIN K11 LINKED UBIQUITINATION	29	0.67458177	0.020018505	0.201
ESTABLISHMENT OF PROTEIN LOCALIZATION TO ENDOPLASMIC RETICULUM	46	0.62805116	0.02076389	0.221
ANTIGEN PROCESSING AND PRESENTATION OF PEPTIDE OR POLYSACCHARIDE ANTIGEN VIA MHC CLASS II	26	0.6932599	0.022364037	0.251
ENDOPLASMIC RETICULUM TO GOLGI VESICLE MEDIATED TRANSPORT	117	0.5154504	0.02980593	0.337
COTRANSLATIONAL PROTEIN TARGETING TO MEMBRANE	19	0.7341076	0.03885864	0.428
RIBOSOMAL LARGE SUBUNIT BIOGENESIS	67	0.55397636	0.043474242	0.486

Downregulated Biological Processes				
Biological Process	Size	Enrichment Score	FDR q-val	FWER p-val
CHEMICAL SYNAPTIC TRANSMISSION POSTSYNAPTIC	103	-0.5904774	0.014679906	0.015
POSITIVE REGULATION OF EXCITATORY POSTSYNAPTIC POTENTIAL	42	-0.6857255	0.007339953	0.015
NEUROMUSCULAR PROCESS CONTROLLING BALANCE	70	-0.61849564	0.01170511	0.036
NEUROMUSCULAR PROCESS	191	-0.5421305	0.009513867	0.039

GSEA revealed several notable biological processes altered by OS housing in dnFGFR mice. 

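Among the core enriched genes in the heatmap of "cytoplasmic translation" (45 genes), the mean log2 CPM was 7.04 ± 0.153 (SD, n = 4) in the paper's OS-housed dnFGFR mice (without dnFGFR OS replicate 5) and 6.88 ± 0.0767 (n = 5) in SS-housed ones. The difference was 0.16 (exact permutation test, two-sided p = 0.0714, adjusted p = 0.0756), where the smallest p these mice allow is 0.00794. dnFGFR OS replicate 5 had a score of 6.90, and with it the difference was 0.13 (exact p = 0.103, adjusted p = 0.109). For the list "protein folding" (44 genes), the scores were 6.22 ± 0.0607 (n = 4) and 6.04 ± 0.0537 (n = 5), a difference of 0.18 (exact p = 0.0159, adjusted p = 0.0357). With dnFGFR OS replicate 5, which had 6.09, the difference was 0.15 (exact p = 0.0159, adjusted p = 0.0317), and 4 of the 5 OS mice lay above every SS mouse. With each mouse's trend on GC content and gene length removed, the difference for protein folding was 0.10 (exact p = 0.0873, adjusted p = 0.131). For cytoplasmic translation it was then also 0.10. With each of the 10 mice left out in turn, the translation difference ranged from 0.08 to 0.16. The largest change over the 10 mice in the translation list was that of Rps12 (chromosome 10, 23785183 to 23787383), with a log2 fold change of 0.36 over the paper's dnFGFR mice (adjusted p = 0.843, edgeR) and 0.33 over all 10 (SE 0.11). Rps12 holds Snora33 and Snord100, so its counts can share reads with these genes. In the folding list it was that of Ppic (chromosome 18, 53406341 to 53418007), with 0.42 (adjusted p = 0.893, edgeR) over the paper's mice and 0.33 over all 10 (SE 0.30), from 13 to 35 counts per mouse, and its sign turned within sacrifice dates.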

Processes positively enriched (**Figure 4**) included those involved in protein translation and folding (**Figures 4A, D**). In addition, three processes associated with steroid metabolism via glucuronic acid conjugation (**Figures 4B, C, E**) were positively enriched. 

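For the list "uronic acid metabolic process" (11 genes), the score over the paper's dnFGFR mice was 2.88 ± 0.0774 (SD, n = 4) with OS and 2.65 ± 0.163 (n = 5) with SS housing, a difference of 0.23 (exact permutation test, two-sided p = 0.0476, adjusted p = 0.0612). dnFGFR OS replicate 5 had 2.71, and with it the difference was 0.20 (with the same exact p and adjusted p). For "cellular glucuronidation" (8 genes) the scores were 2.00 ± 0.0901 and 1.73 ± 0.228, a difference of 0.27 (exact p = 0.0714, adjusted p = 0.0756), and 0.23 with dnFGFR OS replicate 5, which had 1.82 (exact p = 0.0794, adjusted p = 0.0893). For "estrogen metabolic process" (16 genes) they were 3.49 ± 0.0641 and 3.23 ± 0.0804, a difference of 0.26 (exact p = 0.00794, adjusted p = 0.0286), and 0.23 with dnFGFR OS replicate 5, which had 3.35 (same p values). All 5 OS mice then lay above every SS mouse; with GC content and length removed, the adjusted exact p was 0.0612. All 8 genes of the glucuronidation list, 8 of the 11 genes of the uronic acid list and 2 of the estrogen list are Ugt1a genes. These genes lie on chromosome 1 and share 1311 bases of exon in GENCODE, with 7 of the 8 ending at 88220002. Their counts are not independent: 4 other genes differed from Ugt1a5 by at most 3 counts in every mouse, and 20 of the 28 pairs had r above 0.95 across the 20 mice. Nearly equal counts in these genes point to reads on the shared exons. The values printed for Ugt1a5 therefore cannot be assigned to Ugt1a5 itself. Ugt1a5 (chromosome 1, 88166012 to 88220002) had a log2 fold change of 0.25 over the paper's dnFGFR mice (adjusted p = 0.857, edgeR). Over all 10 dnFGFR mice it had 3.11 ± 0.463 CPM with SS and 3.62 ± 0.224 CPM with OS housing (SD, n = 5 each; 86 to 139 counts per mouse), a log2 fold change of 0.22 (SE 0.148, adjusted p = 0.799, edgeR), and dnFGFR OS replicate 5 had 3.33 CPM. In control mice, Ugt1a5 had 2.84 ± 0.487 and 4.41 ± 0.551 CPM, a log2 fold change of 0.64 (SE 0.152, adjusted p = 0.212, edgeR).

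**Figure D4:**
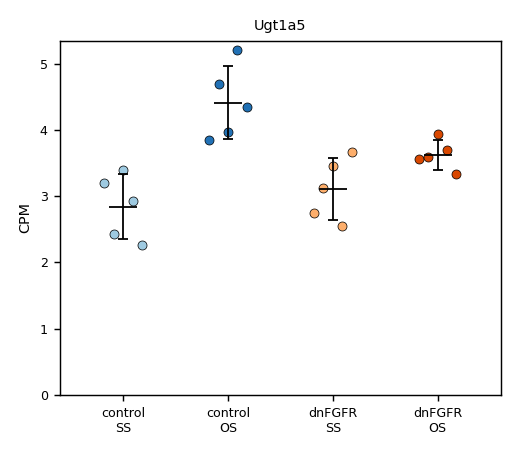
CPM of Ugt1a5 (y axis, from 0) in the POA of control and dnFGFR mice, SS- and OS-housed. Points are mice (n = 5 per group), the wide tick is the mean and the bars are the SD. The mean rises from 2.84 to 4.41 CPM in control mice and from 3.11 to 3.62 CPM in dnFGFR mice. The Ugt1a genes share exons, so these values cannot be assigned to Ugt1a5 itself.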

Lastly, core enriched genes also included multiple members of the cytochrome P450 superfamily involved in the synthesis and breakdown of estrogens (**Figure 4E**). 

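The heatmap of Fig. 4E names the cytochrome P450 genes Cyp19a1, Cyp1b1, Cyp2d22 and Cyp2d26. Over the paper's dnFGFR mice, Cyp1b1 (chromosome 17, 79706940 to 79715061) had a log2 fold change of 0.18 between OS and SS housing (adjusted p = 0.92, edgeR). Over all 10 mice it had 3.59 ± 0.479 and 3.85 ± 0.798 CPM in SS and OS mice (SD, n = 5 each), a log2 fold change of 0.10 (SE 0.175, adjusted p = 0.911, edgeR). Cyp2d22 (chromosome 15, 82370527 to 82380260) had 0.10 over the paper's mice (adjusted p = 0.921, edgeR), and 0.07 over all 10 (SE 0.0974), from 37.2 ± 4.77 to 39.2 ± 3.24 CPM. Cyp2d26 (chromosome 15, 82790107 to 82794452) had 1 to 8 counts in SS and 2 to 14 in OS mice and was not tested, because its counts were under the filter. In control mice, the log2 fold change was -0.09 for Cyp1b1 (SE 0.142), with the sign turned within sacrifice dates, and 0.20 for Cyp2d22 (SE 0.0724, adjusted p = 0.535, edgeR). The gene with the largest change in the estrogen list was Hsd17b1 (chromosome 11, 101077968 to 101081188), with 0.78 over the paper's mice and 0.69 over all 10 (SE 0.342, adjusted p = 0.729, edgeR), from 7 to 22 counts per mouse.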

All negatively enriched biological processes were found to represent excitatory neural processes (**Figure 5**). These results suggest an effect of OS housing on the *de novo* synthesis and metabolism of neurosteroids locally within the POA as well as an overall decrease of excitatory neurotransmission in this region.

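The 4 lists of Fig. 5 had lower scores in OS- than in SS-housed dnFGFR mice. For "chemical synaptic transmission postsynaptic" (38 genes), the score was 6.54 ± 0.0902 (SD, n = 4) in the paper's OS mice and 6.76 ± 0.0811 (n = 5) in SS mice, a difference of -0.22 (exact permutation test, two-sided p = 0.0238, adjusted p = 0.039). dnFGFR OS replicate 5 had 6.56, and the difference over all 10 mice was also -0.22 (exact p = 0.0159, adjusted p = 0.0317). For "positive regulation of excitatory postsynaptic potential" (16 genes) the scores were 7.002 ± 0.114 and 7.20 ± 0.0465, a difference of -0.19 (exact p = 0.0159, adjusted p = 0.0357), and -0.21 with dnFGFR OS replicate 5, which had 6.90 (exact p = 0.0159, adjusted p = 0.0317). For "neuromuscular process controlling balance" (29 genes) they were 6.56 ± 0.129 and 6.79 ± 0.0581, a difference of -0.23, and -0.21 with dnFGFR OS replicate 5, which had 6.69 (the same exact and adjusted p as the list before, over each set of mice). For "neuromuscular process" (64 genes) they were 5.63 ± 0.0845 and 5.90 ± 0.0639, a difference of -0.27 both over the paper's mice and with dnFGFR OS replicate 5, which had 5.65 (exact p = 0.00794, adjusted p = 0.0286). With each mouse's trend on GC content and length removed, the neuromuscular process list kept an adjusted exact p of 0.0286 (difference -0.21) and the other 3 did not pass 0.05. The percent of the difference left after this removal was 60.3% for the synaptic transmission list, 48.9% for the postsynaptic potential list, 70.5% for the balance list and 78.9% for the neuromuscular process list. The median GC content of these lists was 58.1%, 59.3%, 53.9% and 55.1% in that order. The largest changes over the 10 mice were those of Ghrl, Grin2d, Shank3 and Drd3 in the same order, with log2 fold changes of -0.70, -0.24, -0.31 and -0.87 over the paper's dnFGFR mice and -0.60, -0.36, -0.35 and -0.80 over all 10. Drd3 (chromosome 16, 43754015 to 43825982) had 3.66 ± 1.74 CPM in SS and 2.10 ± 0.531 CPM in OS mice over all 10, and no gene of the 4 had an adjusted p below 0.726 (edgeR).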

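Over both sets of dnFGFR mice, the same 6 of the 9 lists had an adjusted exact p below 0.05, and each of the 9 differences had the direction of its panel in Fig. 4 or Fig. 5. The lists share genes, so these counts are not of independent results. With each mouse's trend on GC content and gene length removed from the 10 mice, 1 of the 9 lists had an adjusted exact p below 0.05. In 1 fit over the 2 sacrifice dates that held both housings (2 SS and 4 OS mice, date as a block), all 9 lists kept their direction. Of the difference, 96.5% to 132% was left. The smallest exact p was 0.125, the smallest that the 8 arrangements of these mice can give. On 1 of these dates the only mice were dnFGFR SS replicate 5 and dnFGFR OS replicate 5, and the latter is not among the paper's mice. There the OS mouse scored lower for cytoplasmic translation (6.8969 against 6.9602), uronic acid metabolic process (2.7128 against 2.826) and cellular glucuronidation (1.8174 against 1.9785). The other 6 lists kept their direction on this date. From the sets for glucuronic acid conjugation and estrogen metabolism among those positively enriched, and from the excitatory processes among those negatively enriched, the paper proposes that OS housing affects the synthesis and metabolism of neurosteroids within the POA and lowers excitatory neurotransmission there.

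**Figure D5:**
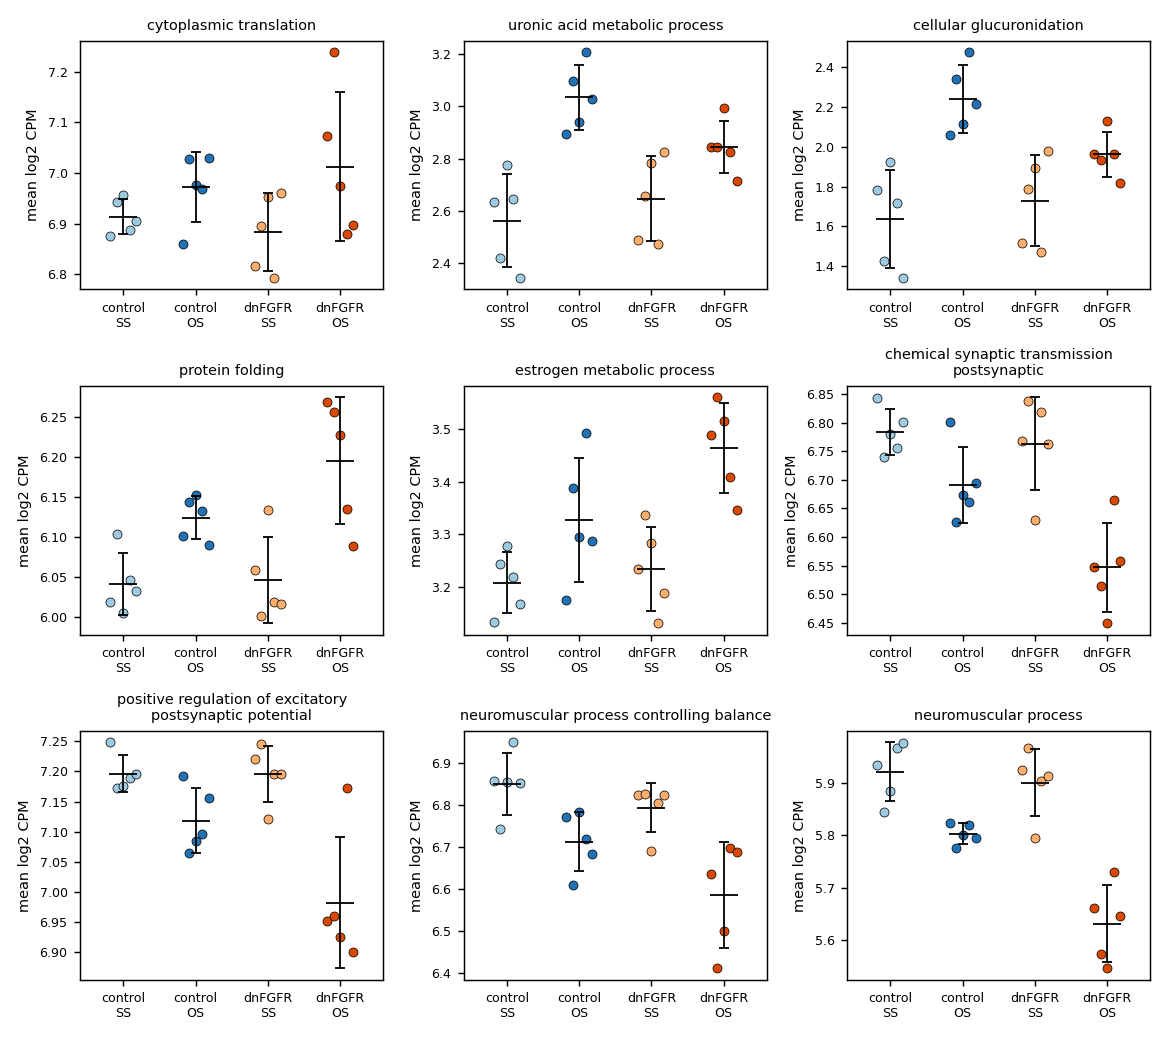
Mean log2 CPM over the core enriched genes of each of the 9 lists of Fig. 4 and Fig. 5 (y axis), in control and dnFGFR mice, SS- and OS-housed. Points are mice (n = 5 per group), the wide tick is the mean and the bars are the SD, and the y axes differ between panels and do not start at 0. In dnFGFR mice the mean is higher with OS housing in the lists of Fig. 4 and lower in those of Fig. 5.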

**Figure 4:**
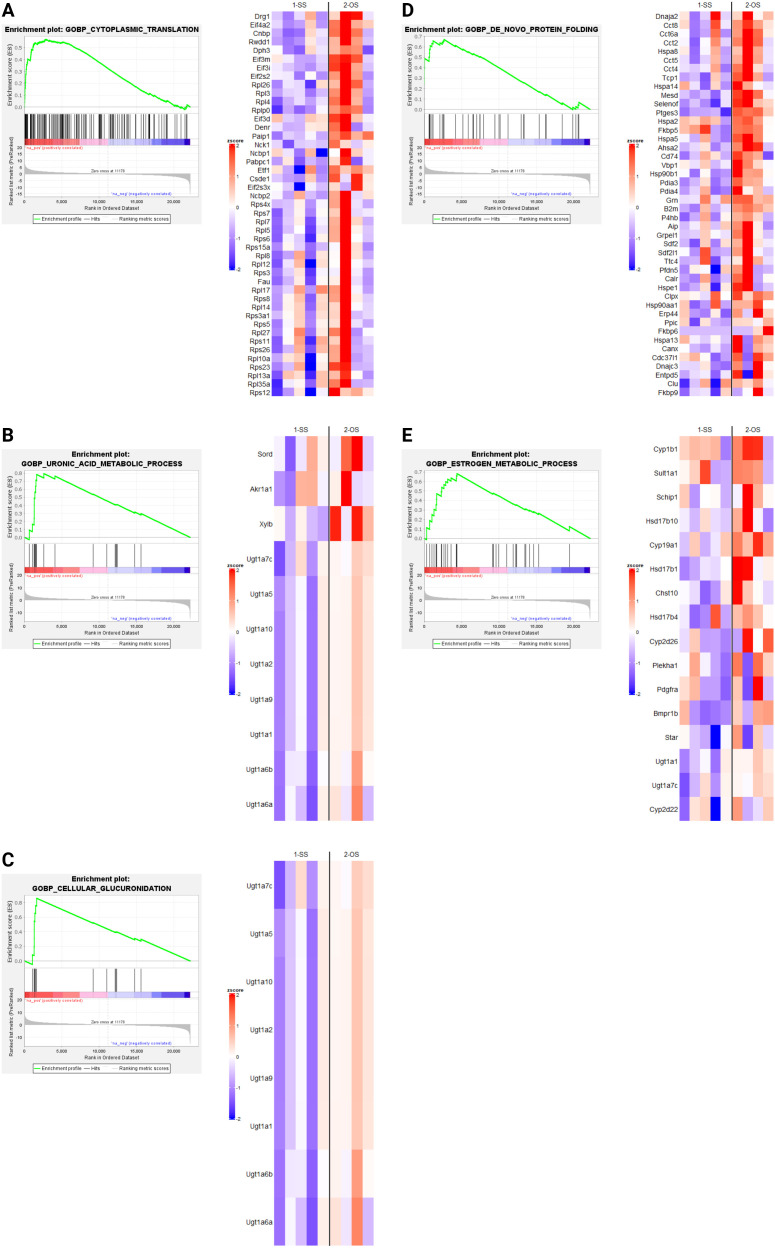
Upregulated biological processes (BPs) revealed by GSEA in SS- and OS-housed dnFGFR mice. Each panel **(A–E)** represents a biological process found to be significantly positively enriched by GSEA (FWER < 0.05) followed by a heatmap of the core enriched genes of each BP, identified by GSEA leading edge analysis. *n* = 4-5/group after sample outlier detection. Created in BioRender. Akonom, T. (2024) https://BioRender.com/o85p895.

## Discussion

The current study revealed several prominent effects of OS housing on reproductive parameters and the POA transcriptional landscape. First, OS housing significantly altered pituitary and serum gonadotropin profiles and mitigated SV fluid accumulation, a marker of reproductive senescence, in dnFGFR mice (33). Second, OS housing of dnFGFR mice altered the expression of several biological processes related to steroid metabolism and excitatory neural processes. These results revealed biological pathways in the POA activated concomitantly with the restoration of the HPG axis in dnFGFR mice, providing a glimpse into potential mechanisms underlying the plasticity of the GnRH system.

dnFGFR mice were previously reported to harbor an age-dependent decline of detectable GnRH-ir neurons, leading to multiple reproductive defects, including delayed puberty, earlier reproductive senescence, and decreased fertility (14). The cause for this neuronal decline was likely neuronal de-differentiation instead of neuronal death, leading to the loss of *GnRH* expression (34). Although the decline in detectable GnRH-ir neurons and several other reproductive defects could be ameliorated by long periods of cohabitation with an OS partner (12), mechanisms underlying these OS-associated benefits were unclear. Of note, our current data showed that changes in DEGs as well as anatomical and endocrine parameters occurred only in OS-housed dnFGFR mice but not control mice. This was consistent with previous observations that the GnRH system in control animals was unaffected by OS housing (12). One parsimonious explanation is a ceiling effect in which the reproductive brain in control animals was already optimal and could not be functionally enhanced further.

Anatomical indicators measured in this study included terminal body mass, GSI, and SVSI. OS housing had no significant effect on terminal body mass or GSI in either genotype. However, the SVSI of SS-housed dnFGFR males was significantly larger than OS-housed dnFGFR males. This result was partly driven by two SS-housed dnFGFR mice each with a fluid-filled SV, a common pathology in senescent male mice (33). Although SV enlargement did not occur in every SS-housed dnFGFR animal, the complete absence of this pathology in OS-housed dnFGFR mice and control mice suggested dnFGFR males were prone to accelerated reproductive aging, and OS housing significantly delayed this aging.

Our data showed OS housing impacted serum and pituitary gonadotropins differently between genotypes. For serum LH, there were no discernible differences between genotypes and housing conditions, likely due to the dynamic nature of LH pulsatility that could not be captured by a single measurement (35). Serum FSH was significantly elevated in dnFGFR mice compared to controls, presumably reflecting reduced negative feedback from decreased testicular steroidogenesis as previously reported in dnFGFR males (12). Two-way ANOVA also detected a significant effect of housing on serum FSH, but *post-hoc* tests failed to identify differences between specific groups. On the contrary, results from pituitary gonadotropins unambiguously demonstrated a stimulatory effect of OS housing on dnFGFR mice. Lastly, two-way ANOVA detected significant decreases in GnRH peptide and expression in dnFGFR animals compared to controls, consistent with previous reports on the decline of GnRH-ir neurons in dnFGFR mice (12, 14). Although two-way ANOVA failed to detect a significant effect of housing on GnRH peptide and transcript, OS-housed dnFGFR mice showed a trend towards increased *GnRH* expression compared to SS-housed counterparts (**Figure 3B**), suggesting enhanced GnRH neuronal activation in progress. In summary, anatomical and endocrine measurements confirmed that, at the time of sacrifice, dnFGFR mice had already initiated a myriad of beneficial changes within the HPG axis in response to OS housing. Although these changes were somewhat incomplete, they signified a GnRH system in transition toward functional restoration. Importantly, they supported transcriptional changes detected in the POA (see below) as contributors to the functional recovery of the GnRH system.

Our DEG analysis revealed OS housing had no effect on gene expression in control mice. 

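The 21 genes called in control mice by edgeR were looked up in the other comparisons. All 21 were also called by DESeq2 on the 10 control mice alone, and 9 of them by DESeq2 on the paper's mice in 1 object. In dnFGFR mice, 18 of the 21 changed in the same direction over all 10 mice, and 0 of these had an unadjusted p below 0.05. For Hif3a and Tsc22d3, the log2 fold changes over the 10 mice were 0.08 and 0.12. Without dnFGFR OS replicate 5 they were 0.32 and 0.31, with -0.63 for Btg2 and -0.31 for Jag1. The adjusted p of these named genes ranged from 0.85 to 0.951 without this mouse (edgeR). Adjusted over the 21 genes alone, 2 had an adjusted p below 0.1 in the housing by genotype interaction (edgeR), and 8 had an unadjusted p below 0.05 in it, but the genes had been chosen for their change in control mice. Of the 21 genes, 0 were in Supplementary Table 1.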

Previous studies in wildtype mice have reported benefits of OS housing on reproduction of older males (10) but not younger males. We posit that wild-type males may not respond to beneficial cues of OS housing until older, past PND320, due to their relatively stable lifetime GnRH-ir neuronal population (36) and healthy reproductive capacity within the first year. On the contrary, OS housing induced 77 DEGs in dnFGFR males, which exhibited a significant decline in GnRH-ir neuronal as early as PND30 (14). 

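DESeq2 with all 20 mice in 1 object called 124 upregulated and 152 downregulated genes in OS-housed dnFGFR mice, of which 54 were in Supplementary Table 1. On the 10 dnFGFR mice alone it called 5 genes (1 upregulated and 4 downregulated), of which 3 were in Supplementary Table 1.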

Detectable transcriptional changes in dnFGFR males but not control animals suggests that GnRH plasticity is more pronounced in animals with a deficient GnRH system, even when exposed to the same environmental modulation. This observation is consistent with observations in humans, where partial reversibility of hypogonadotropic hypogonadism has been reported under specific conditions (37). At first glance, 77 DEGs appeared relatively few considering the many sensory inputs that may impact the POA (2). A less likely explanation for this relatively low number of DEGs is that OS housing had only a modest impact on transcriptional changes. However, a more likely explanation is the diversity of cell types within the POA (38) has diluted gene expression changes in our bulk RNA-Seq analysis. Most afferent projections to the POA convey different modalities of somatosensory information during proceptive and consummatory phases of sexual behavior (2, 39). While the POA is where these diverse stimuli are functionally integrated, each pathway impacts reproduction and reproductive behaviors in different ways (2). For example, the three dopaminergic pathways regulating sexual behavior (nigrostriatal, mesolimbic, and periventricular/zona incerta) all provide input to the POA but are involved in different stages of reproductive behavior (2). These complex neurocircuits likely triggered the change of many genes in OS-housed mice. In bulk RNA-Seq analysis, collecting less robust changes across many genes could increase the threshold for a gene to be identified as a DEG after correcting for multiple comparisons, thereby decreasing detectable DEGs in response to OS housing. As such, a more meaningful interpretation of our DEG analysis required a follow-up analysis with GSEA which is agnostic to multiple testing corrections.

GSEA indicated OS housing in dnFGFR mice resulted in both upregulated (**Figure 4**) and downregulated (**Figure 5**) biological processes (BPs). Upregulated BPs included “cytoplasmic translation” (**Figure 4A**) and “*de novo* protein folding” (**Figure 4D**), suggesting an uptick in POA activity through increased production and assembly of functional proteins. This observation is consistent with previous findings that local protein synthesis in the POA was enhanced through hormonal and environmental stimulus (40), but is seemingly at odds with two downregulated BPs representing “chemical synaptic transmission postsynaptic” (**Figure 5A**) and “positive regulation of excitatory postsynaptic potential” (**Figure 5B**). That said, the POA is home to ~70 different neuronal populations with 43 inhibitory, 23 stimulatory, and ~4 hybrid cell types (38). In this sense, inhibitory neurons dominate POA neurotransmission. It stands to reason that downregulation of neuronal excitability in the POA could signify an overall activation of inhibitory POA neurons to suppress inhibitory POA interneurons and/or disinhibit downstream targets controlling sexual behavior and the reward circuit (2). The overall consequence may be the activation of downstream POA targets to reap the additional benefits of OS.

**Figure 5:**
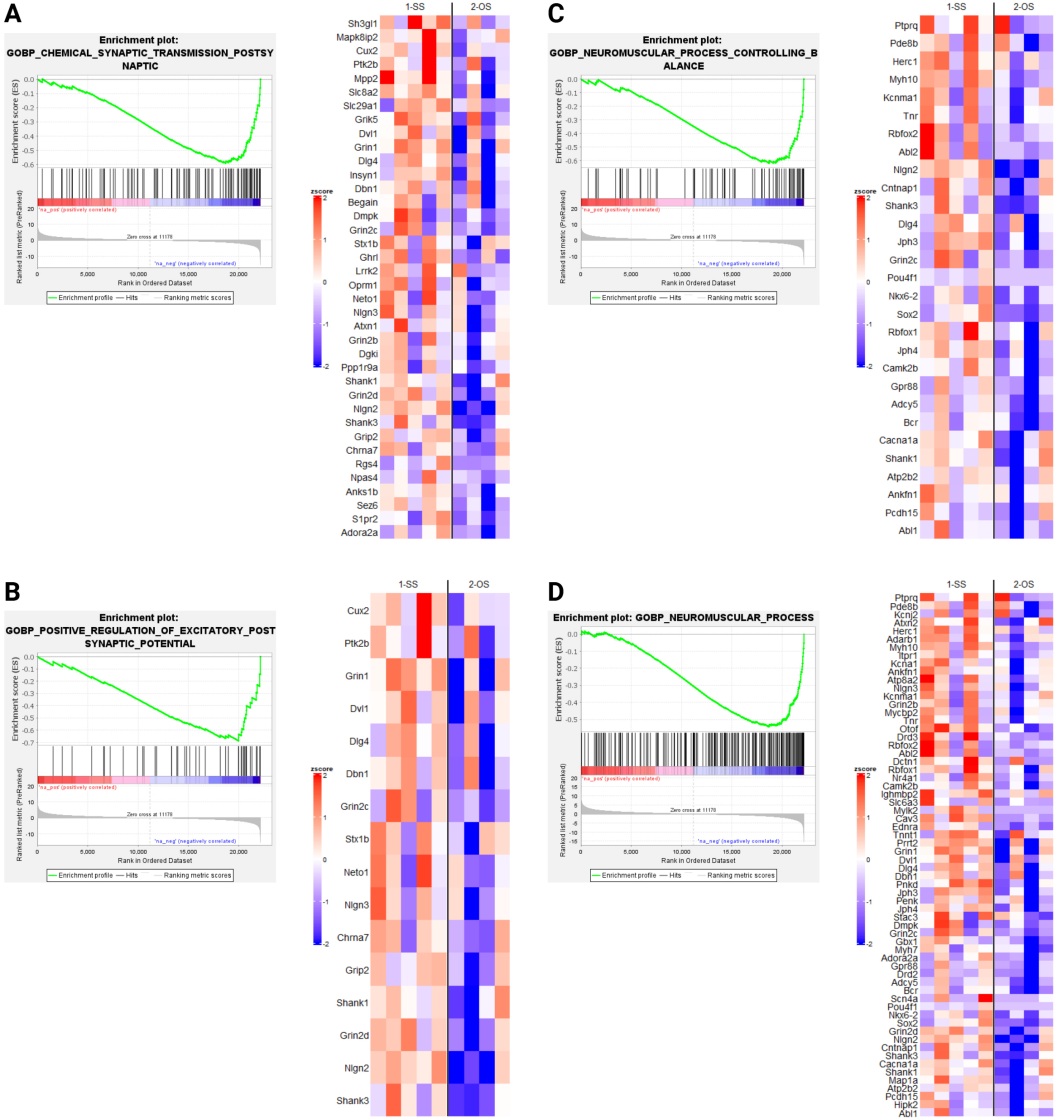
Downregulated biological processes (BPs) revealed by GSEA in SS- and OS-housed dnFGFR mice. Each panel **(A–D)** represents a biological process found to be significantly negatively enriched by GSEA (FWER < 0.05) followed by a heatmap of the core enriched genes of each BP, identified by GSEA leading edge analysis. *n* = 4-5/group after sample outlier detection. Created in BioRender. Akonom, T. (2024) https://BioRender.com/e36u652.

The remaining upregulated BPs (**Figures 4B, C, E**) were related to steroid hormone metabolism, including those involved in glucuronic acid conjugation. Sex steroids are the principal hormones driving reproductive behavior and the accumulation of sexual experience (2). The accumulation of sexual experience leads to a progressive maturation of the POA through dendritic spine maturation and is associated with an increase in sexual motivation as well as beneficial reproductive behaviors (2, 41). For example, sexually experienced rats require less mounts and intromissions, as well as less time to reach ejaculation, leading to better reproductive outcomes (42). In mice, these effects required the presence of 17β-estradiol (E2), dihydrotestosterone, or testosterone (43, 44). Astrocyte- and neuron-derived E2 has been shown to have a critical role in neuroprotective and neuroplastic responses to ischemic brain injury (45), as well as regulating synaptic plasticity and cognitive functions in both sexes (46). Interestingly, *CYP19A1*, responsible for the conversion of testosterone to estradiol (45), is an upregulated gene in the BP “estrogen metabolic process”. This observation suggested the possible involvement of brain-derived E2 in the restoration of GnRH-ir neurons. 

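Cyp19a1 (chromosome 9, 54165937 to 54268164) had a log2 fold change of 0.60 between OS and SS housing over the paper's dnFGFR mice (adjusted p = 0.843, edgeR's quasi-likelihood test). Over all 10 dnFGFR mice, it had 0.540 ± 0.135 CPM in SS and 0.816 ± 0.104 CPM in OS mice (SD, n = 5 each), a log2 fold change of 0.59 (SE 0.267, adjusted p = 0.726, edgeR). These levels rest on 14 to 26 counts per SS mouse and 26 to 33 per OS mouse, and dnFGFR OS replicate 5 had 26 counts and 0.794 CPM. In control mice, Cyp19a1 had 0.421 ± 0.296 and 0.487 ± 0.108 CPM in SS and OS mice, a log2 fold change of 0.20 (SE 0.422, adjusted p = 0.952, edgeR), which changed sign when 1 control mouse was left out.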

GnRH neurons do not express estrogen receptors (47), but stimulatory afferents of GnRH neurons in the POA region, such as the rostral kisspeptin neuronal population, are highly sensitive to estrogen signaling (47). Further, estrogens within the POA/hypothalamus were reported to upregulate insulin-like growth factor 1 (IGF-1) signaling that is stimulatory to GnRH synthesis and release (48–50). Lastly, there is an upregulation of GnRH production in dnFGFR males during puberty when gonadal steroids are increased (51), suggesting a robust plasticity for this system to compensate for its deficiency. These data led us to hypothesize that the local activation of estrogen signaling may indirectly rescue the defective GnRH-ir neurons through stimulatory afferents such as kisspeptin neurons. We posit that these BPs related to steroid metabolism could alter the turnover of POA-derived steroids, thereby enhancing local neuroprotective and neuroplastic effects on GnRH neurons in OS-housed mice.

An important observation is that DEGs and changes in BPs were not consistently associated with OS housing since OS-housed controls did not exhibit these changes. Instead, they were more closely associated with endocrine and anatomical changes of reproductive recovery seen in dnFGFR mice. 

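The 9 lists of Fig. 4 and Fig. 5 were scored in control mice, on which they had not been chosen (n = 5 per group, exact two-sided permutation tests). All 9 differences between OS and SS control mice had the direction seen in dnFGFR mice, and 6 of the 9 had an adjusted exact p below 0.05. Some genes are in more than 1 list, so the 9 lists are not 9 independent results. The difference was 0.60 for cellular glucuronidation and 0.47 for uronic acid metabolic process (adjusted exact p = 0.0286 for both, with all 5 OS mice above every SS mouse), 2 lists made largely of Ugt1a genes with shared exons. It was 0.08 for protein folding (adjusted exact p = 0.039), 0.12 for estrogen metabolic process (0.0857) and 0.06 for cytoplasmic translation (0.151). For the lists of Fig. 5 it was -0.09 for chemical synaptic transmission postsynaptic (adjusted exact p = 0.0549), -0.08 for positive regulation of excitatory postsynaptic potential (0.0476), -0.14 for neuromuscular process controlling balance (0.039) and -0.12 for neuromuscular process (0.0286). With each mouse's trend on GC content and gene length removed, 4 of the 9 lists passed 0.05. With each control mouse left out in turn, protein folding, the postsynaptic potential list and the balance list failed it in 6, 8 and 6 of 10 fits. The translation, estrogen and synaptic transmission lists passed it in 1 fit each. The uronic acid, glucuronidation and neuromuscular process lists passed it in all 10. Within the 2 sacrifice dates that held both housings (2 SS and 5 OS control mice), the 9 lists kept their direction, with 43.6% to 98.6% of the difference left, and 3 lists had an exact p of 0.0833, the smallest that the 12 arrangements of these mice can give. A permutation test of the difference between the genotypes in these changes gave an exact p from 0.156 to 0.538 over the 9 lists (lowest adjusted p = 0.386). Without dnFGFR OS replicate 5, the exact permutation p ranged from 0.192 to 0.442. Housing labels were permuted within each genotype, so housing changes in either genotype widen the distribution that the difference is set against. These p values can therefore be too large for a test of equal changes, and do not show that the genotypes changed alike. In control mice, the Reactome set Glucuronidation had a mean log2 fold change of 0.429 (adjusted p = 9.67e-13, limma's camera) and Translation one of 0.0648 (adjusted p = 3.03e-08). The other 3 sets did not pass 0.05 in control mice: Protein folding (-0.0088, adjusted p = 0.75, limma's camera), steroid hormones and vitamin D (-0.000614, adjusted p = 0.949) and the neurotransmitter receptor set (-0.0179, adjusted p = 0.0673). With the inter-gene correlation estimated from the data, the adjusted p was 0.0525 for Glucuronidation and 0.492 for Translation (limma's camera). Ranked by DESeq2's Wald statistic in the paper's mice, the housing changes of dnFGFR and control mice had a Spearman rho of 0.322 across 22165 genes, and with the genotypes fitted apart it was 0.327 with the 9 dnFGFR mice and 0.21 with all 10.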

In other words, reproductive improvement was unlikely due to the simple exposure of a male to a female. Rather, it resulted more directly from long-term changes in gene expression networks detected here and from interactions among the organism’s genotype, phenotype and environment.

To summarize, this study demonstrated transcriptional changes in the POA induced by OS housing in an FGF signaling-deficient mouse. These changes coincided with ongoing improvements in the HPG axis of dnFGFR mice, suggesting a causal relationship between BPs detected by GSEA and the restoration of the defective GnRH system. Importantly, an increase in brain-derived estradiol synthesis and turnover occurred concomitantly with the restoration of the HPG axis in OS-housed dnFGFR mice, suggesting a possible role of local estrogen signaling in the neuroprotection of the GnRH system. With the implication of E2 as a key player in the plasticity of the GnRH system, a promising and novel direction for the improvement of this necessary and resilient system has been revealed.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

How the deposited data were processed for this re-analysis (not part of the article)

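RNA of the POA of 20 male mice was measured by bulk RNA-seq, with 5 mice in each of 4 groups: control SS, control OS, dnFGFR SS and dnFGFR OS. The authors had the reads aligned with HISAT2 to GRCm38 and counted them per RefSeq gene with Rsubread, and the counts were deposited as whole numbers without normalization, for 25239 genes. Options for strand, for reads that map to several places and for reads over several genes are not given in the paper's text. The table also held 20 columns that belong to no sample described for the study, and these were not used. Of the 25239 genes, 22187 had reads in the 20 mice. Counted reads per mouse had medians from 33798011 in dnFGFR OS mice to 36094734 in control SS mice, and at this depth 1 CPM is about 34 to 36 reads.

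Groups, alternatives and the main test were chosen before the data were examined. Genes were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr) in R 4.3.3, with an adjusted p under 0.1 by the Benjamini-Hochberg method, as in the paper. The comparisons were OS against SS housing in control and in dnFGFR mice, dnFGFR against control in SS- and in OS-housed mice, and the housing by genotype interaction over the 4 groups. Each comparison was fitted on the mice of its own groups. A rule for the paper's dnFGFR mice, that the mean normalized counts of Supplementary Table 1 be met within 0.1%, was passed by none of 56 sets of dnFGFR mice, so all 10 dnFGFR mice were used as the main set. Values without dnFGFR OS replicate 5 are given beside them, a mouse identified only after the data were seen.

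Core enriched genes were read from the heatmaps of Fig. 4 and Fig. 5 (203 genes in 9 lists). List scores are the mean log2 CPM with a prior count of 2, compared by exact permutation of the mice over 252 splits. Mouse Reactome sets that come with fgsea 1.28.0 were tested with camera of limma 3.58.1, with an inter-gene correlation of 0.01. The threshold of 0.05 for adjusted p of lists and sets had not been set in advance and was chosen after the data were seen. The sets of the Molecular Signatures Database and the robust PCA were not used here. DESeq2 1.42.0 was run as an alternative, and in 1 object over 19 and 20 mice as settings added after the data were seen. Also added then was edgeR on the mice of sacrifice dates that held both housings of a genotype (2 SS and 5 OS control mice, 2 SS and 4 OS dnFGFR mice), with and without the date as a block. GC content and length of genes were computed with Biostrings 2.70.1 from transcripts of another annotation of the same genome, which covered 96.5% of the genes of the table and 97.7% of those tested in dnFGFR mice. Gene positions are from RefSeq on GRCm38, the build that the paper names.

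The alternatives for genes were DESeq2, limma voom with quality weights, RLE size factors, no filter, at least 10 counts in every mouse, an adjusted p under 0.05, all 4 groups in 1 fit, replicate number as a block, removal of each mouse's trend on GC content and length (alone and with the block), genes with identical counts reduced to 1, and each mouse left out in turn. For list scores they were RLE size factors, a prior count of 0.5, identical-count genes reduced to 1, genes passing filterByExpr only, camera, the GC and length correction, the block and each mouse left out. For Reactome sets they were an estimated inter-gene correlation, RLE size factors, the GC and length correction, the block, identical-count genes reduced to 1 and each mouse left out.

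The steps were tested on simulated counts in which 200 genes were changed. Differences between whole libraries, such as those along the first component or with GC content, need not be present in simulated counts. The shares of true and false calls below may therefore not carry over to the real mice. At a log2 change of 1, edgeR called 155 of 200 changed genes (77.5%) and 14 of 16802 unchanged ones. The self-test was meant to pass 80%, and a limit to genes above 1 CPM, where 86.4% of 177 were called, was added after this first result. At a log2 change of 1, DESeq2 called 165 of 200 changed genes and 72 unchanged ones, so more of its calls were false than of edgeR's. The larger gene counts from DESeq2 may therefore include false calls. At a log2 change of 0.3, edgeR called 0 of 200 changed genes, and DESeq2 called 19 with 17 unchanged ones.

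Named genes follow a rule set in advance: genes that the paper's text names, the P450 and Ugt1a genes of Fig. 4, the 5 genes with the smallest p in each direction of Supplementary Table 1, the 2 smallest in each direction of the other comparisons, and the largest change in each list. Gnrh1, P450 and Ugt1a genes in control mice, and Gnrh1 and Fgfr1 between genotypes, were added after the data were seen. The paper's qPCR, peptide, histology and behavior measurements were not analysed here.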

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

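The tests of gene clusters between genotypes and of the depth of dnFGFR OS replicate 5 were chosen only after the result was seen, and the composition and GC tests of this mouse were chosen after its place on the first component was seen.

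Between dnFGFR and control mice, which the paper does not compare by RNA-seq, 34 genes of 16992 had an adjusted p under 0.1 in SS-housed mice (12 higher and 22 lower in dnFGFR mice, edgeR) and 9 of 16941 in OS-housed mice (4 higher and 5 lower), with 6 genes in both. In SS-housed mice, Rspo2 had 5.01 ± 2.30 CPM in control and 22.5 ± 2.97 CPM in dnFGFR mice (SD, n = 5 each; log2 fold change 2.17, adjusted p = 0.00342, edgeR), and Zkscan1 (0.50), Ccnd1 (-0.57) and Neb (-1.77) had the same adjusted p. In OS-housed mice, the log2 fold change was 2.05 for Rspo2 and 3.54 for Eps8l1 (adjusted p = 4.71e-05 for both, edgeR), -0.75 for Tmem203 (adjusted p = 0.0392) and -2.95 for Asic3 (adjusted p = 0.0481). Ccnd1, Eps8l1, Tmem203 and Asic3 overlap other tested genes, so reads of those can be in their counts. Of 100 splits of the 10 SS-housed mice into 5 and 5, 2 gave as many genes, the real split included, and so did 2 of 100 in OS-housed mice. Among the 16 splits that part every pair of mice with the same number, only the real split (1 of 16) gave as many in each, and 16 splits cannot give a share under 0.05. Of the 34 genes, 19 lay within 5 Mb of another, against a median of 6 in random sets of tested genes and at most 17 in any of the 10000 sets (share 1e-04, the smallest that 10000 sets can give). A candidate explanation is DNA of another strain linked to the transgene or to other loci, since 9 of the 34 genes lay on chromosome 5, 4 on chromosome 8 and 3 on chromosome 7. Sacrifice dates also differed between the genotypes, and genotype, date and strain background cannot be told apart here.

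The Reactome set Glucuronidation rose less with OS housing in dnFGFR than in control mice (difference of mean log2 fold changes -0.258, adjusted p = 0.00236, limma's camera, 9 genes). Ugt1a10, Ugt1a2 and Ugt1a9 had the same count in every mouse, so reads of shared exons appear to have been counted once for each of them, and 20 of the 28 pairs of these genes had r above 0.95 across mice, so the 9 genes are not 9 independent measurements and camera's p is too small by an unknown amount. By list scores, the interaction for cellular glucuronidation had an exact permutation p of 0.18 (difference -0.37), so a weaker response in dnFGFR mice is a hypothesis. That test permuted housing within each genotype, so the housing changes widen its reference distribution and its p can be too large.

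Single mice lay apart from their group by Dixon's test in 9 of 108 groups (27 measures in 4 groups), where 5.4 would by chance, and the critical value was 0.71 for 5 mice. Reads fell on 19234 genes in dnFGFR SS replicate 4 (19570 to 19659 in the others), the only mouse sacrificed in November. Control SS replicate 1 was at -7.789 on the first principal component (-2.913 to -1.707 in the others), and the 10 genes with most reads held 2.853% of the reads in control OS replicate 1 (2.664% to 2.697%). The score of the excitatory postsynaptic potential list was 7.172 in dnFGFR OS replicate 4 (6.901 to 6.96), toward SS mice, and that of the balance list was 6.69 in dnFGFR SS replicate 3 (6.803 to 6.827), toward OS mice. Striatal marker genes were at 7.408 in dnFGFR OS replicate 3 (7.799 to 7.928), choroid plexus markers at 1.078 in control OS replicate 5 (4.619 to 5.536), mural cell markers at 5.355 in dnFGFR SS replicate 5 (5.088 to 5.15) and pituitary markers at -3.5 in dnFGFR OS replicate 5 (-2.777 to -2.678), all in mean log2 CPM. The choroid plexus and striatal values may reflect how the tissue was dissected; over the groups, the lowest adjusted exact p of the marker sets was 0.333 in control mice, where 1 fully separated set would only reach 0.111, and the striatal markers had an exact permutation p of 0.0635 in dnFGFR mice.

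The mouse dnFGFR OS replicate 5, at 69.2 on the first component, was tested for 3 explanations. Its depth ranked 4 of 20 from the lowest, which goes against low depth. Its deviation from the mean of mice had a Spearman rho of -0.492 with GC content across genes, the largest in size of the 20 mice, so GC bias of the library is a candidate explanation. Different tissue or cell composition of the dissected block is another, with 1 of the 14 marker sets (pituitary, lower in this mouse) beyond Dixon's value. A biological difference of this mouse and these technical ones cannot be told apart.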

How the results depend on the processing

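The settings with 19 or 20 mice in 1 fit, DESeq2 without dnFGFR OS replicate 5 on the groups compared, and those with the sacrifice dates that held both housings were chosen only after the result was seen, and the other settings were set in advance. The alternative with all 10 dnFGFR mice is the main set itself.

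The 21 genes of control mice became 157 with DESeq2, 66 with limma voom with quality weights, 32 with at least 10 counts in every mouse, 6 with an adjusted p under 0.05, 34 with the GC and length correction and 49 with this correction and the replicate block. They became 0 with all 4 groups in 1 fit (752 genes with an unadjusted p under 0.05), and, in the added settings, 0 with edgeR over 19 mice (918), 9 with DESeq2 over 20 mice, 1 within sacrifice dates (559 with an unadjusted p under 0.05) and 0 in the same 7 mice without the date (616). With each control mouse left out, the count ranged from 0 to 32. RLE size factors, no filter, the block alone, identical-count genes reduced to 1 and DESeq2 over 19 mice gave 23 to 30 genes.

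The 0 genes of dnFGFR mice (1138 with an unadjusted p under 0.05) stayed 0 with each mouse left out and in every planned setting but DESeq2, which gave 5 (1 higher and 4 lower, 3 of them in Supplementary Table 1). In the added settings they became 72 with DESeq2 over 19 mice (22 higher and 50 lower, 72 in Supplementary Table 1) and 276 over 20 mice (124 higher and 152 lower, 54 in Supplementary Table 1), and stayed 0 within sacrifice dates (297 with an unadjusted p under 0.05) and in the same 6 mice without the date (257). In the self-test at a log2 change of 0.3, close to the median of Supplementary Table 1 (0.296), edgeR called 0 of 200 changed genes. Sizes between 0.3 and 1 were not simulated. A 0 here therefore does not show that no gene changed. The interaction stayed 0 in every setting run (595 with an unadjusted p under 0.05 in the main one).

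Between genotypes in SS-housed mice, the 34 genes became 225 with DESeq2, 117 with DESeq2 over 19 mice and 76 over 20 mice, and ranged from 21 to 70 with each mouse left out. In OS-housed mice, the 9 genes became 78 with DESeq2, 27 with limma voom with quality weights, 5 with an adjusted p under 0.05, 45 with all 4 groups in 1 fit, 3 with the replicate block and 14 with the GC and length correction. The added settings gave 40 with edgeR over 19 mice, 85 with DESeq2 without dnFGFR OS replicate 5, 129 with DESeq2 over 19 mice and 197 over 20 mice, and with each mouse left out the count ranged from 3 to 16.

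Same-numbered mice of the compared groups had a mean correlation of 0.0485 in control, -0.0527 in dnFGFR, -0.0816 in SS-housed and 0.018 in OS-housed mice, so the numbers do not mark pairs, and the block is given only here.

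Among named genes, over 67 results, the other fits kept the direction and call in 971 cases, lost a call in 31, gained one in 48 and turned the direction in 24; leaving out mice did so in 662, 31, none and 17. Hprt in dnFGFR mice turned to -0.01585 with the GC and length correction and to -0.0315 with the block as well, and Esr1 to 0.07237 with limma voom. Gnrh1 in control mice turned to 0.06404 with limma voom and 0.00406 with the block. On the sacrifice dates with both housings, with and without the date as a block, Gnrh1 turned to 0.1048 and 0.03193 in control mice and to -0.183 and -0.1091 in dnFGFR mice, and Cyp1b1 in control mice to 0.02835 and 0.02008. In dnFGFR mice, Fgfr1 turned to -0.0002087 and Ppic to -0.01836 with this block, and Fgfr2 to -0.011 in the same mice without it. Fgfr1 between genotypes in SS-housed mice turned to -0.001055 with DESeq2, -0.001388 with RLE size factors, -0.01043 with the GC and length correction, -0.01114 with the block as well, and, in added settings, -6.47e-05 with edgeR over 19 mice and -0.00114 with DESeq2 over 20 mice. In OS-housed mice it turned to 0.03706 with limma voom, and, in added settings, 0.006402 with edgeR over 19 mice, 0.004244 with DESeq2 without dnFGFR OS replicate 5 and 0.002994 with DESeq2 over 19 mice. With each mouse left out, Fgfr1 ranged from -0.02321 to 0.06217 in dnFGFR mice, from -0.02035 to 0.01807 between genotypes with SS housing and from -0.08217 to 0.0001312 with OS housing. Esr1 in dnFGFR mice ranged from -0.124 to 0.07667, Gnrh1 in control mice from -0.1154 to 0.08678 and Cyp19a1 in control mice from -0.0182 to 0.7244, so no direction is claimed for these.

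The GC and length correction lost 7 of the 12 list calls. In dnFGFR mice the difference became 0.1031 for protein folding, 0.192 for estrogen metabolism, -0.1303 for synaptic transmission, -0.1046 for the postsynaptic potential and -0.1458 for balance, with an adjusted exact p from 0.0612 to 0.153. In control mice it became -0.05012 for the postsynaptic potential and -0.1215 for balance (adjusted exact p = 0.129 and 0.0612). RLE size factors lost the postsynaptic potential list in control mice (-0.07976, adjusted exact p = 0.0595). Keeping only genes that pass filterByExpr gained the estrogen list in control mice (0.1796, adjusted exact p = 0.0238). With limma's camera, which takes genes as the unit, translation (0.1465), uronic acid (0.2062) and glucuronidation (0.2358) passed in dnFGFR mice, and translation (0.0551), estrogen (0.1655) and synaptic transmission (-0.09355) in control mice.

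The replicate block lost all 12 list calls, with differences unchanged: in dnFGFR mice 0.1496 for folding, 0.2297 for estrogen, -0.2161 for synaptic transmission, -0.2138 for the postsynaptic potential, -0.2068 for balance and -0.2687 for the neuromuscular process. In control mice they were 0.4729 for uronic acid, 0.6044 for glucuronidation, 0.08299 for folding, -0.0776 for the postsynaptic potential, -0.1374 for balance and -0.1179 for the neuromuscular process. Its sign-flip test over 5 pairs cannot give an exact p under 0.0625, so these losses show no weaker effect.

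With each mouse left out, the list differences in dnFGFR mice ranged from 0.1564 to 0.2447 for uronic acid, 0.1681 to 0.2955 for glucuronidation, 0.1357 to 0.1766 for folding and -0.2345 to -0.1583 for balance. In control mice they ranged from 0.04174 to 0.0859 for translation, 0.07288 to 0.09579 for folding, 0.07743 to 0.1568 for estrogen, -0.1207 to -0.07659 for synaptic transmission, -0.09664 to -0.0643 for the postsynaptic potential and -0.1672 to -0.112 for balance. These lists gained or lost a call in 1 to 8 of the 10 fits, and the others in none.

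Reactome sets lost all 4 calls when the inter-gene correlation was estimated (limma's camera): adjusted p of 0.896 for Translation and 0.492 for Glucuronidation in dnFGFR mice, and 0.492 and 0.0525 in control mice. The GC and length correction lost Glucuronidation in dnFGFR mice (adjusted p = 0.169, limma's camera), and with identical-count genes reduced to 1 the steroid hormone set in control mice turned direction at an adjusted p of 0.997. Among fits with a mouse left out, 9 turned a set's direction: 1 for Translation, 1 for Protein folding and 2 for the neurotransmitter receptor set in dnFGFR mice, and 4 for Protein folding and 1 for steroid hormones in control mice. With each mouse left out, the adjusted p in dnFGFR mice ranged from 2.03e-08 to 0.356 for Translation, 0.00326 to 0.75 for Protein folding, 0.000356 to 0.0522 for Glucuronidation and 0.207 to 0.949 for the neurotransmitter receptor set. In control mice it ranged from 0.349 to 0.932 for Protein folding, 0.617 to 0.997 for steroid hormones and 0.00181 to 0.565 for the neurotransmitter receptor set.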

Differences from the paper's values

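The settings with 19 or 20 mice in 1 fit and those with the sacrifice dates that held both housings were chosen only after the result was seen.

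For OS against SS housing in dnFGFR mice, the paper gives 72 DEGs, the paper's 22 upregulated and 50 downregulated, and the value here is 0 for each (1138 genes with an unadjusted p under 0.05, edgeR). None of the 21 alternatives set before the data were examined reached the paper's counts, and the closest to it was DESeq2 on the 10 dnFGFR mice, with 5 genes. DESeq2 over 19 mice in 1 object, chosen after seeing the values, gave 72 genes, 22 upregulated and 50 downregulated. The other 5 added settings did not, with 276 genes from DESeq2 over 20 mice in 1 object, 0 from edgeR over 19 mice (1563 with an unadjusted p under 0.05), 0 from DESeq2 on the 9 dnFGFR mice (1164), and 0 on the sacrifice dates with both housings, with the date as a block (297) or without it (257).

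In its Discussion, the paper gives 77 DEGs in dnFGFR mice, and the value here is 0. No alternative set before the data were examined came within 1.5 times the paper's 77, and DESeq2 over 19 mice in 1 object, chosen after seeing the values, did, with 72.

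For control mice the paper states that no DEGs were found, and 21 genes had an adjusted p under 0.1 here. Of the 21 alternatives set before the data were examined, 2 gave 0 genes: all 4 groups in 1 edgeR fit (752 with an unadjusted p under 0.05), and edgeR without control SS replicate 4 (1322). Of the added settings, 2 chosen after seeing the values also gave 0, edgeR over 19 mice in 1 fit (918 with an unadjusted p under 0.05) and edgeR on the 7 mice of dates with both housings (616), while these 7 mice with the date as a block gave 1, and DESeq2 gave 23 over 19 mice and 9 over 20 mice.

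The paper states that only dnFGFR mice responded to OS housing, and 0 genes had an adjusted p under 0.1 in the housing by genotype interaction here (595 with an unadjusted p under 0.05, edgeR). It also states that OS-housed controls did not show the changes in biological processes. In control mice here, 9 of the 9 lists read from its heatmaps changed in the direction of dnFGFR mice and 6 had an adjusted exact p under 0.05, though the lists share genes and are not independent. The largest difference was 0.60, in cellular glucuronidation. With the GC and length trend removed, 4 of the 9 had an adjusted exact p under 0.05.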

Other observations

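In control mice, the GC, glucocorticoid and clock tests were chosen only after the result was seen, as were the GC tests of the lists, and the depth, composition and sacrifice date tests and the DESeq2 splits were chosen after the control genes or the 72 genes were seen.

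The paper reports no effect of housing on gene expression in control mice, and 21 genes passed the threshold here. Of 100 splits of the 10 control mice into 5 and 5, 2 gave at least 21 genes, the real one included (largest count 174), and 13 gave any gene; among the 16 splits that part every same-numbered pair, 3 gave any gene and only the real split gave at least 21 (1 of 16), and 16 splits cannot give a share under 0.05. By DESeq2 on control mice alone, 4 of 100 splits gave at least the 157 genes of the real one, with up to 309 in another split. The number of genes did not fall when GC bias or depth was removed: 34 passed without the GC and length trend, and 29 with every mouse thinned to the lowest depth. This goes against GC bias or depth as the source of that number. The counts alone do not tell whether the 21 genes were among them. The clock gene sets gave no sign of a different time of day at sacrifice (exact permutation p = 0.238 and 0.952), which small sets in 10 mice cannot rule out. Composition of the dissected block is not ruled out: the lowest adjusted exact p of 14 marker sets was 0.333, but 1 fully separated set would only reach 0.111, and mural and immediate early genes had exact permutation p values of 0.0397 and 0.0476 (differences -0.08 and -0.31, lower with OS housing). Within the 2 sacrifice dates that held both housings, the 21 genes kept a median of 93.2% of their log2 fold change, but these 7 mice were among the 10 on which the genes had been chosen, and only 2 were SS-housed. Between these dates, 8 of 17253 genes differed among the 5 control OS mice (adjusted p under 0.1, edgeR). A candidate explanation is higher glucocorticoid exposure of OS-housed control mice before sacrifice. In a list of glucocorticoid response genes, the 11 genes not called by edgeR had a mean difference of 0.43 (exact permutation p = 0.00794, the smallest that these mice can give), with 5 of 5 OS mice above every SS mouse. The test was chosen after the control results were seen. Some of the 11 genes lay close to the threshold (Plin4, adjusted p = 0.104, edgeR), so this result is not free of that choice. In dnFGFR mice the difference was 0.02 (exact permutation p = 0.976), and 0.23 without dnFGFR OS replicate 5 (exact permutation p = 0.357). The interaction had an exact permutation p of 0.214, and 0.5 without this mouse. Housing was permuted within genotypes, so the control change itself widens the reference distribution. The genotypes are thus shown neither to differ nor to respond alike. Composition, sacrifice date, time of day, handling on the day, long-term housing and chance in 10 mice cannot be told apart.

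In dnFGFR mice, the 72 genes were called when the 19 mice shared 1 DESeq2 object. Of 60 splits of the 9 dnFGFR mice into 4 and 5 in this object, 17 gave at least as many genes, the real one included; the median of the others was 3 and the highest 2409. The 72 calls may therefore in part reflect differences between single mice that some other splits also pick up. With edgeR on the 10 mice the count was 0 (1138 with an unadjusted p under 0.05), which all 100 of 100 splits reach, as do all 16 of 16 that part every same-numbered pair, so these cannot speak for or against a response; at an unadjusted p under 0.05, 21 of 100 splits gave at least 1138 genes. For the interaction, also 0 genes, 100 of 100 exchanges of housing within numbers gave as many, and 50 of 100 gave at least 595 genes with an unadjusted p under 0.05. Such exchanges mix the housing changes of both genotypes into the reference counts, so they do not test for equal responses.

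The changes with housing in dnFGFR mice followed GC content, with a rho of -0.474 across genes, against -0.0941 in control mice. Per mouse, the rho with GC content differed between OS and SS dnFGFR mice by -0.312 (exact permutation p = 0.0794), by -0.231 without dnFGFR OS replicate 5 (exact p = 0.135) and by -0.0668 in control mice (exact p = 0.516). Of the 9 lists, 1 had an adjusted exact p under 0.05 in dnFGFR mice after the GC and length trend was removed, against 6 before, and 4 in control mice, against 6 before. GC bias between libraries could thus account for part of the list differences, yet between 48.9% and 83.6% of each difference was left in dnFGFR mice, and the removal also takes out biology that goes along with GC content. A technical and a biological origin cannot be told apart by this test. If a difference between sacrifice dates had made them, the list differences would shrink or turn within dates. In 1 fit over both dates, 9 of 9 kept their direction in dnFGFR mice, on which the lists had been chosen, and 9 of 9 in control mice. On the date with only dnFGFR SS replicate 5 and dnFGFR OS replicate 5, the translation, uronic acid and glucuronidation lists turned and the others did not. That date has 1 mouse per housing, so it cannot decide the question. In control mice all 9 shrank (43.6% to 98.6% left), but all 9 shrank to a similar extent in these mice without the date in the fit, so the shrinkage came with the choice of mice and does not speak for or against a share of sacrifice date. Only 2 SS mice of each genotype were on these dates. Striatal markers, lower with OS housing (-0.20), had an exact permutation p of 0.0635 in dnFGFR mice, which does not pass 0.05 and leaves uneven dissection of striatal tissue open as a contribution to the lower neuromuscular and synaptic lists.

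Gnrh1, which the paper measured by qPCR, was at 2.01 ± 0.455 CPM in control SS and 1.26 ± 0.156 CPM in dnFGFR SS mice (SD, n = 5 each; 37 to 93 counts per mouse), a log2 fold change of -0.67 (SE 0.202, adjusted p = 0.308, edgeR). In OS-housed mice it was -0.50 (SE 0.242, adjusted p = 0.713, edgeR), and -0.42 without dnFGFR OS replicate 5. Between housings, Gnrh1 changed by 0.16 in dnFGFR mice (SE 0.242), by 0.25 without dnFGFR OS replicate 5, and by -0.01 in control mice (SE 0.205), and the sign turned in both genotypes on the sacrifice dates that held both housings. Fgfr1, whose span overlaps Gm16159, changed by 0.00 between genotypes in SS-housed mice (adjusted p = 0.995, edgeR) and by -0.03 in OS-housed mice (adjusted p = 0.948), and by 0.03 with housing in dnFGFR mice, with no stable sign. With housing in dnFGFR mice, Igf1 changed by 0.24 (adjusted p = 0.78, edgeR) and Esr1 by -0.04 (adjusted p = 0.969). Fgfr2 changed by 0.12 (with the sign turned in 1 added fit), Fgfr3 by -0.14 and Hprt by 0.09. Without dnFGFR OS replicate 5, the change was 0.19 for Igf1, -0.11 for Esr1, 0.01 for Fgfr2, -0.09 for Fgfr3 and 0.15 for Hprt. Kiss1 was too low to be tested (0 to 13 counts per mouse).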
